# The impact of methodology on the reproducibility and rigor of DNA methylation data

**DOI:** 10.1038/s41598-021-04346-w

**Published:** 2022-01-10

**Authors:** Detlev Boison, Susan A. Masino, Farah D. Lubin, Kai Guo, Theresa Lusardi, Richard Sanchez, David N. Ruskin, Joyce Ohm, Jonathan D. Geiger, Junguk Hur

**Keywords:** Methylation analysis, Neurology

## Abstract

Epigenetic modifications are crucial for normal development and implicated in disease pathogenesis. While epigenetics continues to be a burgeoning research area in neuroscience, unaddressed issues related to data reproducibility across laboratories remain. Separating meaningful experimental changes from background variability is a challenge in epigenomic studies. Here we show that seemingly minor experimental variations, even under normal baseline conditions, can have a significant impact on epigenome outcome measures and data interpretation. We examined genome-wide DNA methylation and gene expression profiles of hippocampal tissues from wild-type rats housed in three independent laboratories using nearly identical conditions. Reduced-representation bisulfite sequencing and RNA-seq respectively identified 3852 differentially methylated and 1075 differentially expressed genes between laboratories, even in the absence of experimental intervention. Difficult-to-match factors such as animal vendors and a subset of husbandry and tissue extraction procedures produced quantifiable variations between wild-type animals across the three laboratories. Our study demonstrates that seemingly minor experimental variations, even under normal baseline conditions, can have a significant impact on epigenome outcome measures and data interpretation. This is particularly meaningful for neurological studies in animal models, in which baseline parameters between experimental groups are difficult to control. To enhance scientific rigor, we conclude that strict adherence to protocols is necessary for the execution and interpretation of epigenetic studies and that protocol-sensitive epigenetic changes, amongst naive animals, may confound experimental results.

## Introduction

Epigenetic mechanisms, including alterations in DNA methylation, histone covalent post-translational modifications, and non-coding RNAs^1^, allow an organism to adapt to changes in environmental conditions. In particular, the epigenome of the central nervous system is responsive to dynamic changes in internal and external environments, thereby providing a foundation for processes as varied as memory formation or behavior, and when disrupted, it leads to the development of pathologies including epilepsy^2–4^. Indeed, epigenetic mechanisms such as DNA methylation have evolved to enable adaptive gene expression as well as contribute to the pathophysiology of disease initiation and progression. Significant and growing research efforts seek to identify key disease-associated epigenetic marks, based on the scientific premise that averting or reversing epigenetically driven pathological changes can prevent, diminish, or cure disease. Consequently, epigenetic therapeutic strategies are currently considered for clinical implementation in a wide variety of medical conditions^5,6^, and epigenetic therapies have already been implemented for the treatment of cancer^7–9^.

Detailed epigenome analyses applied to translational disease models typically find dozens to thousands of potential epigenetic modifications at gene regions, and the process of identifying causal factors is unavoidably challenging and time-consuming. Adding further to this complexity are observations of major differences in epigenetic signatures among different models of the same disease. For example, a recent study examined genome-wide DNA methylation levels without matching experimental protocols in three different animal models of epileptogenesis, each performed in a different laboratory, and found no meaningful common changes in DNA methylation associated across the three models, which led the authors to conclude that there was no mechanistic overlap among models^10^. However, one protocol-related contributing factor that has not been adequately considered in epigenetic studies is the comparison of differences between control and experimental tissue within a laboratory or between laboratories.

To begin to address whether baseline experimental analysis of DNA methylation can be influenced by interlaboratory protocol-related confounds, we sought to compare DNA methylation marks in control wild-type tissue collected from three different laboratories. Hippocampal tissues were harvested and examined for DNA methylation and associated gene expression differences across the three laboratories (Fig. 1), minimizing protocol differences, and matching variables such as vendor, age, rat strain, and tissue processing method for analysis.

**Figure 1:**
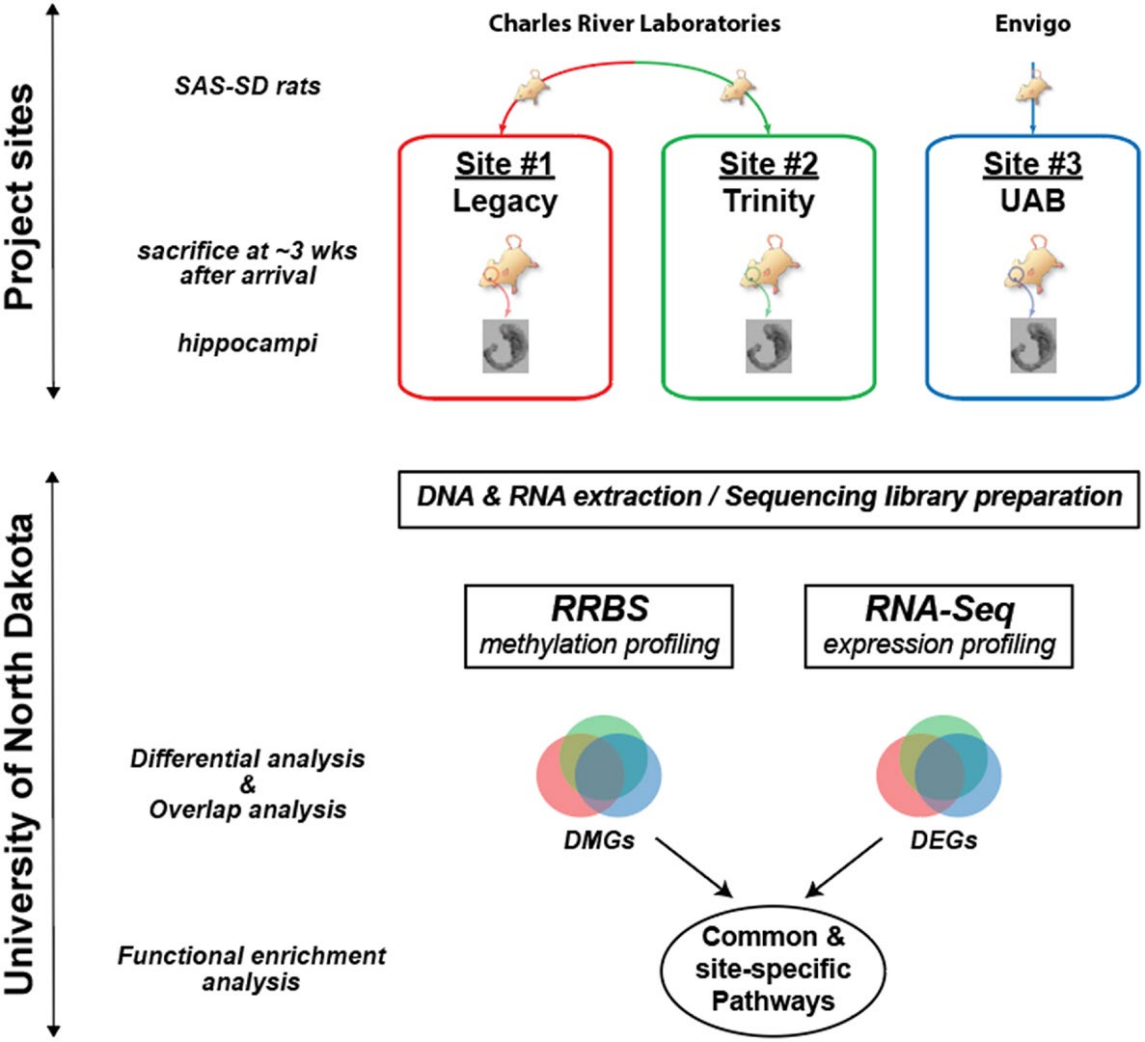
The overall workflow of the study. Animals were bred at three project sites: Site #1: Legacy Research, Site #2: Trinity College, and Site #3: the University of Alabama at Birmingham (UAB). Hippocampus was harvested from each animal and sent to the University of North Dakota for sequencing analysis. RRBS: reduced representation bisulfite sequencing. The workflow was created using Adobe Illustrator with the rat and hippocampus images obtained from http://en.wikimedia.org under the Creative Commons Attribution-ShareAlike 3.0 license.

## Results

### Experimental and environmental factors

SAS-Sprague Dawley male rats were purchased from vendors (Charles River and Envigo) nearest to our three project sites; Legacy Research Institute in Portland, Oregon (Site #1), Trinity College in Hartford, Connecticut (Site #2), and the University of Alabama at Birmingham in Birmingham (UAB), Alabama (Site #3). We identified factors that are typically easy to match, factors that may not always be considered, and factors that are challenging to match (Table 1). A total of 28 factors were collected in four major areas including “before-each-laboratory”, “at-each-laboratory”, “up-to-sacrifice”, and “dissection”. Three factors (10.7%; distance from breeding site, caging shape and size, and chow vendor) were all unique at each site, while 25 (89.2%) factors were shared by two or more sites. Based on the number of matched variables, Site #1 and Site #2 were the most similar to each other, sharing 22 (78.6%) factors, while Site #3 shared the least numbers of factors with Site #1 (14; 50.0%) and Site #2 (15; 53.6%).

**Table 1:** Experimental and environmental factors.

	Factors	Site#1 (Legacy)	Site#2 (Trinity)	Site#3 (UAB)	Comparable sites		
					1	2	3
**Before each laboratory**	Animal vendor	Charles River	Charles River	Harlan (Envigo)	✔	✔	
	Vendor breeding site	Kingston, NY	Kingston, NY	Frederick, MD	✔	✔	
	Chow at breeding site	Purina LabDiet 5L79	Purina LabDiet 5L79	Teklad Global 18% Protein Rodent Diet	✔	✔	
	Distance from breeding site	4723 km	146 km	1173 km			
	Transit time	5 days in shipment (by truck) + 3 h time zone change	2 h 22 min	4 days (ordered placed 5–29–15, arrived 6–2–15) + 1 h time zone change	✔		✔
	Strain	SAS-SD (Sprague Dawley)	SAS-SD (Sprague Dawley)	SAS-SD (Sprague Dawley)	✔	✔	✔
	Sex	Male	Male	Male	✔	✔	✔
	Ordered at weight	226–250 g	226–250 g	226–250 g	✔	✔	✔
**At each laboratory**	Age at arrival	8.3 weeks	8.3 weeks	8 weeks	✔	✔	✔
	Single- or double-housed	Single	Single	Double	✔	✔	
	Caging: stand-alone cages or water & air piped in	Connected to individual ventilation	Stand-alone	Stand-alone		✔	✔
	Caging: shape and size	Rectangular 42.4Lx26.7Wx18.5D (cm)	Rectangular 26.9Lx21.6Wx14.2D (cm)	Rectangular 36.8Lx29.2Wx22.9D (cm)			
	Bedding type	Paper	Wood chip	Wood chip		✔	✔
	12 h:12 h light cycle	Yes	Yes	Yes	✔	✔	✔
	Chow	LabDiet 5001	LabDiet 5001	NIH open formula rat sterilizable diet	✔	✔	
	Chow vendor	Animal Specialties, Woodburn, OR	WF Fisher & Son, NJ	Teklad/Envigo, AL			
**Up to sacrifice**	Days from arrival to start handling	3 days	3 days	3 days	✔	✔	✔
	Days from arrival to sacrifice	18–19 days	18–19 days	27 days	✔	✔	
	Handling details	Gentle towel wrapping, stroking	Gentle towel wrapping, stroking	Gentle towel wrapping, stroking	✔	✔	✔
	Daily handling	Yes	Yes	Yes	✔	✔	✔
	Rats weighed day of sacrifice or earlier	One day prior	One day prior	On day of sacrifice	✔	✔	
	Sacrifice method	Rapid decapitation, no anesthesia	Rapid decapitation, no anesthesia	Rapid decapitation, no anesthesia	✔	✔	✔
**Dissection**	Whole hippocampus	Yes	Yes	Yes	✔	✔	✔
	Type of buffer	0.9% saline	0.9% saline	Artificial cerebrospinal fluid	✔	✔	
	Bubbled	No	No	Yes (95% O_2_ + 5% CO_2_)	✔	✔	
	pH checked or adjusted	No	No	No	✔	✔	✔
	How was buffer cooled	Refrigerated, then on ice	Refrigerated, then on ice	Refrigerated, then on ice	✔	✔	✔
	Was tissue weighed	No	No	No	✔	✔	✔

Site #1: Legacy Research, Site #2: Trinity College, and Site #3: the University of Alabama at Birmingham; SD: Sprague Dawley rat; ✔: comparable across sites. Animal handling was approved by the Institutional Animal Care and Use Committee (IACUC) at each of the three sites.

### Genome-wide profiling of DNA methylation and gene expression

Rats were 8.0 to 8.3 weeks of age at the time of arrival from the vendors. Entire hippocampi (from both hemispheres) were harvested from rats (n = 5–6) 18 to 27 days after arrival. The average body weights measured before animals were killed were 328.0 ± 15.9 g (n = 5), 310.8 ± 16.6 g (n = 6), and 337.9 ± 15.0 g (n = 6) for Sites #1, #2, and #3, respectively. Overall, these body weights were significantly different (ANOVA *p* value = 0.03), while only the pair of Site #2 and Site #3 was statistically significant in a pairwise comparison (Bonferroni corrected *p* value = 0.04). Whole hippocampi from each animal were surgically dissected and processed for deep sequencing.

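Gene expression was measured by RNA-Seq in hippocampi of 5 rats at Site #1, 6 rats at Site #2 and 6 rats at Site #3, with 1 library per rat. The authors aligned the reads to the rn6 rat genome, counted them on Ensembl genes and deposited 1 value per gene and library on a log2 scale, already normalized between the libraries. The normalization step is not named in the paper's text. These values keep no read counts, so the depth behind a single value is unknown. They ran from -2.28 to 20.22, and the median over genes lay between 7.48 and 7.59 in every library. Of the 32494 genes listed, 9830 were at exactly 0 in all 17 libraries and were left out, as the paper's methods do, which left 22664 genes. The spread between libraries was compressed for low values. The median SD was 0.0027 for the 4187 genes with a mean below 0. It was 0.09 for the 10694 genes with a mean of 8 or more. Differences of low genes are therefore understated. Their SD is compressed as well, so a p value for a low gene can rest on a very small spread. For the 20 genes of Supplementary Table S3, log2 differences between sites were a median of 0.632 times those from the paper's averages. The log2 differences given here for expressed genes may thus be understated as well, which was not tested. Each pair of sites was compared gene by gene with limma on the deposited values, with a mean-variance trend and Benjamini-Hochberg adjustment over all genes, and differentially expressed genes (DEGs) were those with an adjusted p under 0.05. Log2 differences are given as the second site minus the first. Single measures were compared by exact permutation of the site labels. On simulated libraries of the same size, limma recovered 90.5% of 200 genes shifted by 0.5 log2 units between Site #1 and Site #3, with 12 false calls, and 54.5% of 200 genes shifted by 0.25, with 4 false calls. The shifted genes were drawn from those with a mean of at least 1 CPM, back-transformed. All genes were simulated as independent normal values, without compression of the shift. Recovery of lower genes or of compressed differences is thus not known. The files list genes by Ensembl identifier only, and 1436 of the tested genes were paired with a symbol through Supplementary Tables S3 and S5 and a part of S6; Supplementary Tables S7 to S10 were not used here.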

We obtained approximately 120 million 50-bp single-end reads per sample for DNA methylation profiling using reduced representation bisulfite sequencing (RRBS; Fig. 2A) and 66 million 50-bp paired-end reads per sample for gene expression profiling using RNA-Seq (Fig. 2B). The obtained sequencing reads were of high quality. A total of 8,779,630 CpG sites, corresponding to 38,185 genes, approximately 95% of 40,189 genes in the Rn6 rat genome annotation, were measured in at least one sample of the current RRBS dataset, and each sample included an average of 2,133,011 measured CpG sites (minimum 1,756,129 and maximum 2,646,863; Supplementary Table S1). A Principal Component Analysis (PCA) plot on the top 10% most variant CpGs (Fig. 2C) from the RRBS dataset illustrated that methylation profiles from Sites #1 and #2 were more similar, while samples from Site #3 were more divergent in terms of genome-wide methylation changes. 

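In a PCA of the 500 genes with the highest variance, PC1 held 44.2% of the variance and PC2 held 15.9%. The PC1 score averaged -0.77 ± 3.55 (SD, n = 5) at Site #1, -2.03 ± 3.06 (SD, n = 6) at Site #2 and 2.66 ± 9.16 (SD, n = 6) at Site #3. Replicate 1 of Site #3 alone had a PC1 score of 20.92, against -4.04 to 5.35 in the other 16 libraries, and made up 74.6% of the sum of squares of PC1. The sites differed neither on PC1 (exact permutation test over all 5717712 assignments of the libraries to sites, p = 0.459) nor on PC2 (same exact test, p = 0.831; Benjamini-Hochberg adjusted p = 0.831 for both). Over the same genes, 15.2% of the squared distance between libraries lay between the sites, where random assignment gives 12.5% on average (exact permutation test for a larger share, p = 0.177). Between Site #1 and Site #2 the share was 6.77% (exact permutation test, p = 0.680), and between Site #1 and Site #3 it was 10.2% (p = 0.385, exact permutation test), where random assignment gives 10% on average for both. Between Site #2 and Site #3 the share was 16.3%, against 9.09% by random assignment (exact permutation test, p = 0.0346; 0.104 after Benjamini-Hochberg adjustment over the 3 pairs). With the 10% most variant genes the share for this pair was 18.0%, and with all 13679 genes that had a mean of at least 1 CPM, back-transformed from the log2 values, it was 18.5% (exact permutation test, p = 0.00216 for both; 0.00649 after Benjamini-Hochberg adjustment over the pairs). With the latter genes, 17.9% of the squared distance lay between the 3 sites (exact permutation test, p = 0.0294).

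**Figure D1:**
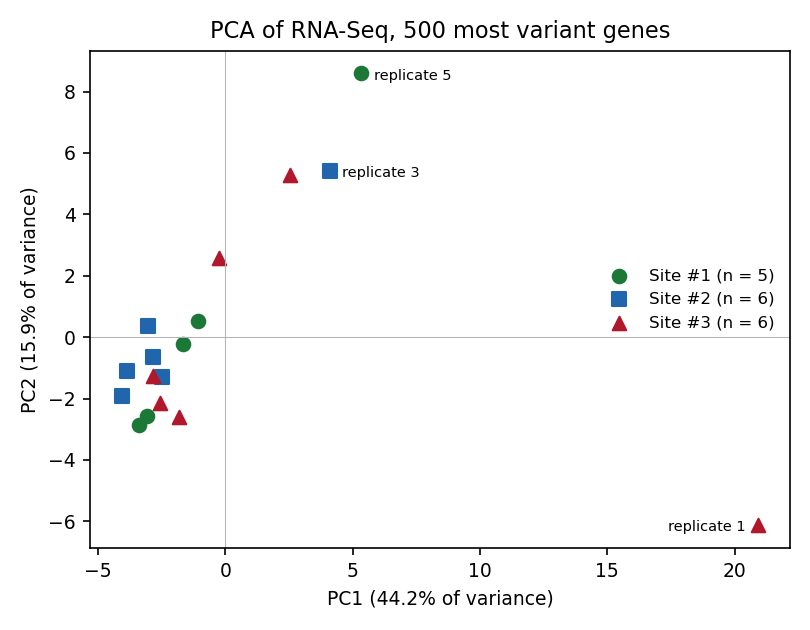
PC1 and PC2 scores (log2 units) of the 17 RNA-Seq libraries, 1 point per library, with colour and shape for the site; the 3 libraries with the highest PC1 scores carry their replicate number. Replicate 1 of Site #3 lies at 20.92 on PC1, and libraries of the 3 sites overlap between -4.04 and 5.35.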

Gene expression profiles (Fig. 2D) showed a higher congruence across all three sites.

**Figure 2:**
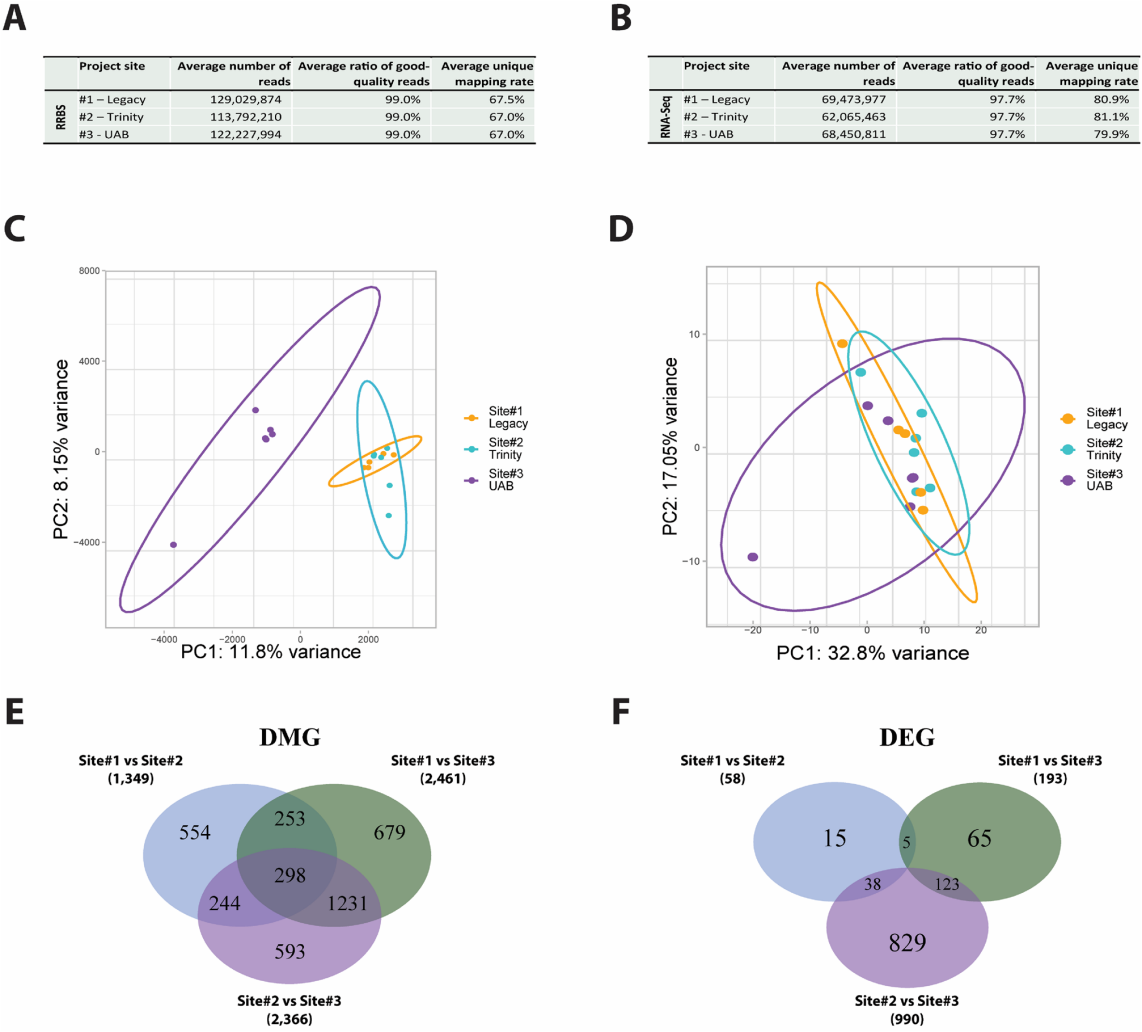
RRBS and RNA-Seq summary. The average number of sequencing reads, the average ratio of good quality reads, and the average unique mapping rates per sample are given for RRBS (**A**) and RNA-Seq (**B**). Principal component analysis (PCA) on RRBS (**C**) and RNA-Seq (**D**) was performed to examine the overall similarity among the samples. Differentially methylated genes (DMGs; [**E**]) and expressed genes (DEGs; [**F**]) were obtained between each pair of project sites and compared among the sets. Panel images were created using R (v4.0.3).

### Hippocampal markers and cell-type abundance

As differences in DNA methylation and gene expression across sites were observed, we decided to examine the possibility that the differences originated from individual variance in surgical procedures; the result being possible differences in regions of the hippocampus being studied. We collected 184 region-specific gene expression markers (Supplementary Table S2), covering CA1, CA2, CA4, dentate gyrus, dorsal, and ventral regions in the hippocampus, from the Hipposeq database^11^ to examine the expression profiles in our dataset. 

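Of the 187 region markers in Supplementary Table S2, 19 were paired with an Ensembl identifier through the tables used here, 2 of them by an older symbol. These were 2 of the 10 CA1 markers, 4 of the 41 CA2 markers, 1 of the 61 CA4 markers, 8 of the 39 dentate gyrus markers, 1 of the 12 dorsal markers and 3 of the 24 ventral markers. With 10.2% of the markers paired, no score was computed for any region, and the 19 genes were tested singly. The largest and the smallest site mean of a marker were 0.02 to 0.29 log2 units apart, with a median of 0.14, and the median SD between libraries within a site was also 0.14. None of the 19 markers differed among the sites after Benjamini-Hochberg adjustment of the exact permutation test (smallest adjusted p = 0.0843), and 3 had an unadjusted p under 0.05. Expression of the CA2 marker Dusp5 was 9.05 ± 0.12 (SD, n = 5) at Site #1, 9.02 ± 0.06 (SD, n = 6) at Site #2 and 9.20 ± 0.07 (SD, n = 6) at Site #3 (exact permutation test, p = 0.00529). Tested over all genes, Dusp5 was a DEG between Site #2 and Site #3 with a log2 difference of 0.19 (standard error 0.04, adjusted p = 0.0460 from limma with Benjamini-Hochberg adjustment), and its adjusted p ran from 0.0368 to 0.125 over 21 other settings. In 15 of these settings its adjusted p was not under 0.05. Tenm4, the ventral marker with the largest span of site means, chosen after its values were seen, was 11.14 ± 0.11 (SD, n = 5), 10.85 ± 0.24 (SD, n = 6) and 11.08 ± 0.23 (SD, n = 6) at Sites #1, #2 and #3 (exact permutation test, p = 0.0776).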

Figure 3 illustrates the gene expression patterns of these marker genes, where no outstanding association between hippocampal regions was identified across samples. We also examined the average expression levels of known cell-type-specific neuronal marker genes, which were very comparable across three experimental sites (Supplementary Table S3). 

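The 20 genes of Supplementary Table S3 were each compared among the sites, with expression on the log2 scale and an exact permutation test adjusted over the 20 genes. Site means of a gene were 0.04 to 0.27 log2 units apart, with a median of 0.13, against a median SD of 0.10 between libraries within a site. C1qa, a marker of microglia, was 11.00 ± 0.11 (SD, n = 5) at Site #1, 10.85 ± 0.16 (SD, n = 6) at Site #2 and 11.12 ± 0.04 (SD, n = 6) at Site #3 (exact permutation test, p = 0.00373, adjusted p = 0.0249). Csf1r, also of microglia, was 12.03 ± 0.11, 11.88 ± 0.09 and 12.08 ± 0.06 at Sites #1, #2 and #3 (SD, n = 5, 6 and 6; exact permutation test, p = 0.00550, adjusted p = 0.0275). Aldh1l1, of astrocytes, was 10.15 ± 0.11, 9.96 ± 0.06 and 9.97 ± 0.07 in the same order (SD; exact permutation test, p = 0.00323, adjusted p = 0.0249). Pfkp, listed for neurons, was 13.79 ± 0.06, 13.67 ± 0.04 and 13.65 ± 0.07 (SD; exact permutation test, p = 0.00183, adjusted p = 0.0249). The 16 other genes had adjusted p values of 0.178 or more, the lowest for Gfap, at 15.24 ± 0.05, 15.12 ± 0.10 and 15.28 ± 0.13 (SD; exact permutation test, unadjusted p = 0.0446). In limma's test over all genes, 0 of the 20 reached an adjusted p under 0.05 in any pair of sites. The number of genes that differed fell from 4 to 0 when replicate 5 of Site #3 was left out, the setting that moved it most.

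**Figure D2:**
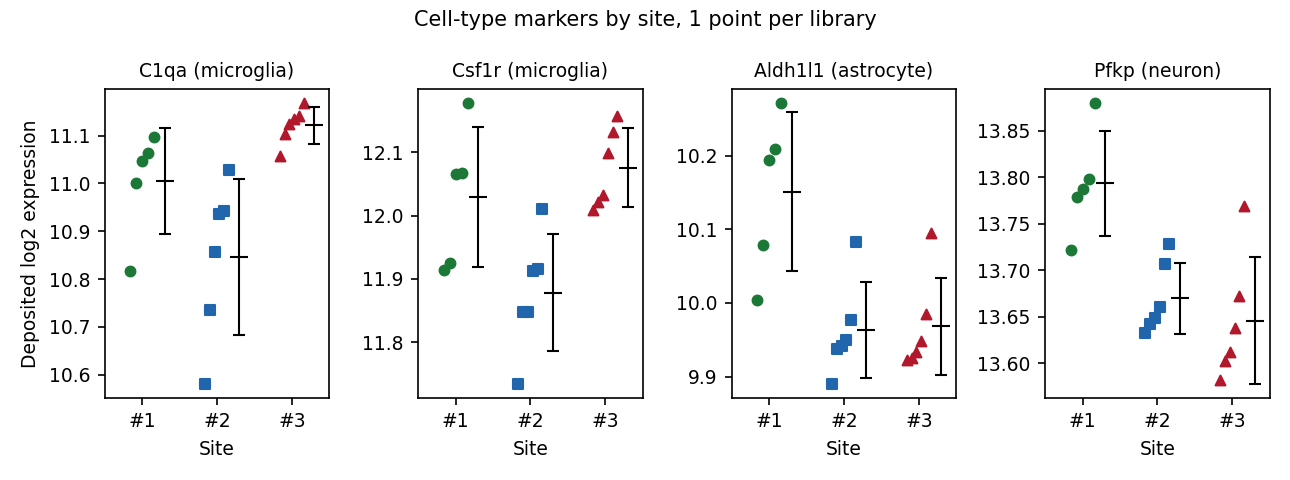
Deposited log2 expression of C1qa, Csf1r, Aldh1l1 and Pfkp at the 3 sites, 1 point per library (n = 5, 6 and 6), with the site mean and SD as black bars and an axis of its own for each gene, which does not start at 0. C1qa and Csf1r are lowest on average at Site #2, and Aldh1l1 and Pfkp are highest at Site #1.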

Cell-type abundance analysis using CIBERSORT^12^ on the expression data revealed that the majority of the cells were neurons, astrocytes, and oligodendrocytes as shown in Supplementary Fig. 1, and their compositions were not significantly different across the three project sites (Kruskal–Wallis *P* value > 0.05 for each cell type; Supplementary Table S4). These results suggest that there were no systematic variances in surgical procedures between experimental sites and collected cell-type compositions.

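In replicate 1 of Site #3, 17 genes with a mean of at least 1 CPM lay more than 1 log2 unit above all 16 other libraries and 0 genes lay as far below them, while none of the other libraries had any such gene. Those with a symbol in the tables used here were F5, at 12.04 against 5.36 to 5.76 in the other libraries, and Aqp1, at 7.74 against 5.28 to 6.18; both were named after their values were seen. From the region markers, the cell-type markers and its estimates of cell-type abundance, the paper proposes that neither the surgery nor the collected cell types varied systematically between the sites.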

**Figure 3:**
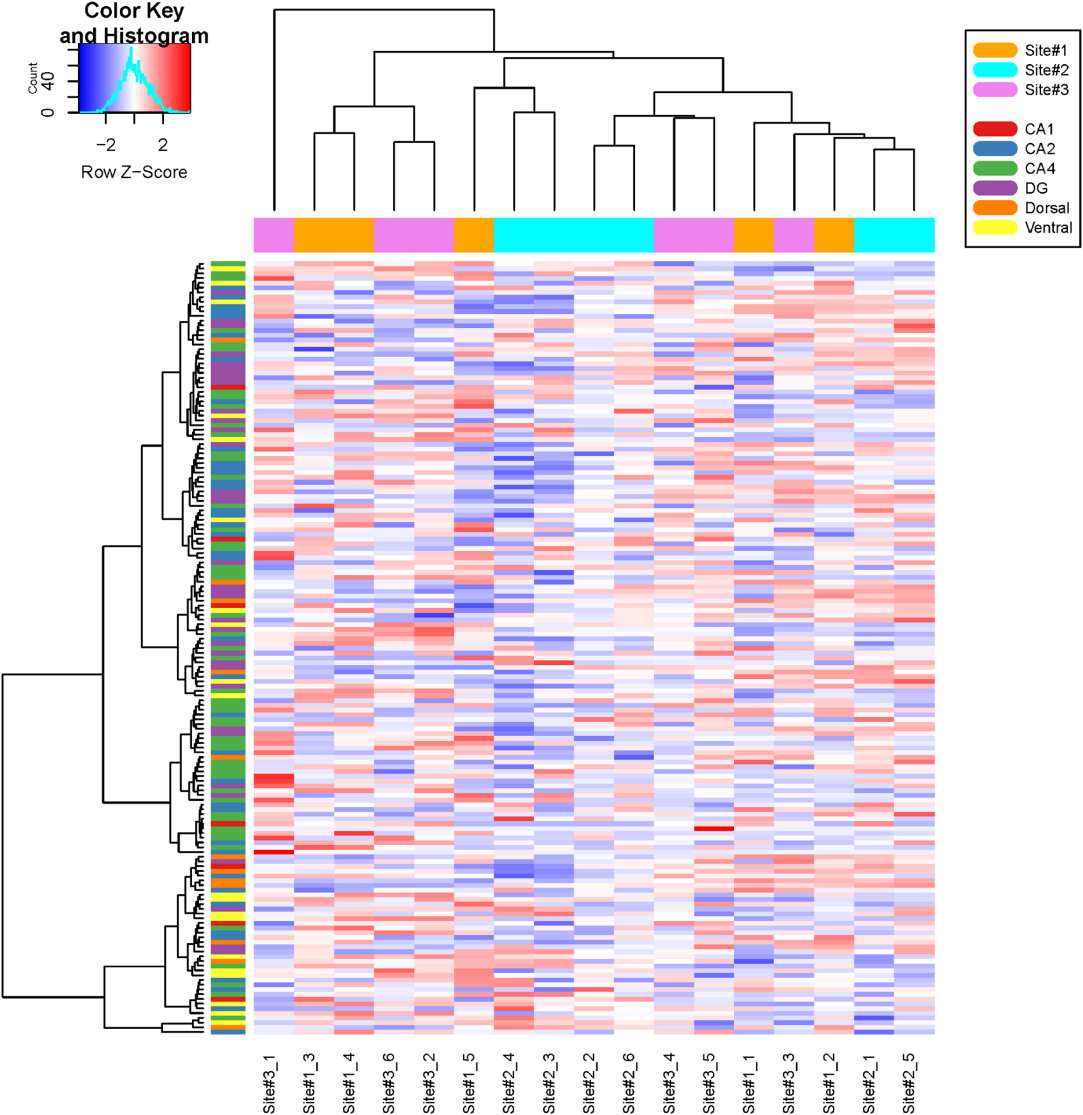
Expression heatmap of region-specific hippocampal markers. A heatmap of row-scaled 164 hippocampal markers was generated using Euclidean distance and complete linkage on the log_2_-transformed Fragments Per Kilobase Million (FPKM) data. Site #1: Legacy Research, Site #2: Trinity College, and Site #3: the University of Alabama at Birmingham. Hippocampal regions: CA1, CA2, CA4, DG (dentate gyrus), dorsal, and ventral regions. The image was created using R (v4.0.3).

### Differential methylation and gene expression analysis

Both DNA methylation and gene expression data were analyzed in a pairwise fashion comparing samples from each site to both of the others. Differentially methylated CpGs (DMCs) were those with a methylation difference of > 25% and a false discovery rate adjusted *p* value < 0.01 by methylKit. Approximately 6.0% of DMCs were located in promoter regions, 34.6% in introns, 9.1% in exons, and 50.4% in intergenic regions (Supplementary Fig. 2). Each DMC was mapped to a gene with the shortest distance from its transcript starting site and differentially methylated genes (DMG) were identified as having at least one mapped DMC. We also examined the correlation between the methylation levels of DMCs and body weight before animals were killed to assess the effect of different body weight on methylation. While the majority of the Pearson correlations were not significant, a large portion of the DMCs between Site #1 and Site #3 showed a statistically significant correlation with body weight (Supplementary Fig. 3).

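By limma, with p values not yet adjusted, 1527 genes (6.74% of those tested) had a p under 0.05 between Site #1 and Site #2. There were 1851 such genes (8.17%) between Site #1 and Site #3 and 3352 (14.8%) between Site #2 and Site #3. Chance alone gives 1133 genes per comparison on average. Genes are not independent of each other, so counts by chance can lie far from this average. Whether these counts exceed those of random site labels was not tested.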

Differentially expressed genes (DEGs) were identified using DESeq2 and genes with a Benjamini–Hochberg adjusted *p* value < 0.05. 

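Between Site #1 (n = 5) and Site #2 (n = 6), 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.227 (limma with Benjamini-Hochberg adjustment). The count was at most 1 under every other setting, with 1 DEG when replicate 5 of Site #1 or replicate 1 of Site #2 was left out. Over the genes with a mean of at least 1 CPM, the closest library in Euclidean distance came from the same site for 12 of the 17 libraries: 3 of 5 at Site #1, 4 of 6 at Site #2 and 5 of 6 at Site #3.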

Based on the total number of DMGs and DEGs, the comparison between Site #1 and Site #2 had the smallest numbers of DMGs (n = 1,49) and DEGs (n = 58), suggesting that these two sites had the most similar DNA methylation and gene expression profiles among the three sites, which is also supported by the hierarchical clustering of samples (Supplementary Fig. 4). 

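Between Site #2 (n = 6) and Site #3 (n = 6), 239 genes had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, 120 higher and 119 lower at Site #3. Their absolute log2 difference had a median of 0.21 and ran from 0.02 to 1.92, and 2 genes differed by more than 1 log2 unit. For 206 of them no library of one site overlapped the range of the other. The count was 81 with replicate 6 of Site #3 left out. It was 43 with the replicate number as a block, though libraries with the same number come from different rats. With only the genes that had a mean of at least 1 CPM tested, a filter chosen after the data were seen, it was 482. After median centring, an alternative also chosen then, 96 genes were higher and 131 lower at Site #3. Since the files do not pair identifiers with names, 4 of the 5 genes that had the largest differences, no overlap between the sites and a mean of at least 1 CPM are given by identifier; the other gene was higher at Site #3 by 0.91 log2 units. ENSRNOG00000058006 was 10.89 ± 0.49 (SD) at Site #2 and 8.97 ± 0.16 (SD) at Site #3, a log2 difference of -1.92 (standard error 0.19, adjusted p = 0.000644 from limma with Benjamini-Hochberg adjustment), while its 5 values at Site #1 were spread from 8.83 to 10.97. ENSRNOG00000013928 was 8.34 ± 0.23 (SD) and 7.45 ± 0.15 (SD), a log2 difference of -0.90 (standard error 0.10, adjusted p = 0.00201, limma with Benjamini-Hochberg adjustment). ENSRNOG00000042985 was 5.87 ± 0.05 (SD) at Site #2 and 6.74 ± 0.11 (SD) at Site #3 and differed by 0.87 log2 units (standard error 0.05, adjusted p = 7.01e-06, limma with Benjamini-Hochberg adjustment). ENSRNOG00000027971 was 5.97 ± 0.14 (SD) and 6.72 ± 0.11 (SD) and differed by 0.75 (standard error 0.07, adjusted p = 0.000325, limma with Benjamini-Hochberg adjustment).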

The comparison between Site #2 and Site #3 was the most divergent with a total of 2366 DMG and 990 DEG identified. 

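Between Site #1 (n = 5) and Site #3 (n = 6), limma with Benjamini-Hochberg adjustment gave 23 DEGs, 11 higher and 12 lower at Site #3. The median absolute log2 difference was 0.43, with a range from 0.04 to 0.79, and all 23 were without overlap between the libraries of the 2 sites. ENSRNOG00000042985 was 5.96 ± 0.19 (SD) at Site #1 and differed by 0.79 log2 units at Site #3 (standard error 0.09, adjusted p = 0.00365 from limma with Benjamini-Hochberg adjustment). ENSRNOG00000027971 was 5.95 ± 0.10 (SD) at Site #1 and differed by 0.77 (standard error 0.06, adjusted p = 0.000298, limma with Benjamini-Hochberg adjustment). ENSRNOG00000013928 was 8.19 ± 0.24 (SD) at Site #1 and had a log2 difference of -0.75 (standard error 0.11, adjusted p = 0.0298, limma with Benjamini-Hochberg adjustment). Over 20 other settings of limma its adjusted p ran from 0.00605 to 0.411, and in 10 of them it was not under 0.05. With the replicate number as a block, 0 genes had an adjusted p under 0.05 by limma. Libraries of these 2 sites with the same replicate number come from different rats, and their deviations from the site means had a mean correlation across genes of -0.171.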

The comparison between Site #1 and Site #3 had a similar number of DMGs (n = 2461) but fewer DEGs (n = 193) than that of Site#1 vs Site#2. The complete lists of DMGs and DEGs are available in Supplementary Tables S5-S10 and their overlaps are illustrated in Venn diagrams (Fig. 2E,F). 

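In at least 1 comparison, 242 genes were DEGs, of which 20 were shared by Site #1 vs Site #3 and Site #2 vs Site #3, 3 were found only in the former and 219 only in the latter. All 20 shared genes differed in the same direction in both comparisons, 11 higher and 9 lower at Site #3. Of the 239 DEGs of Site #2 vs Site #3, 231 had the same direction between Site #1 and Site #3, where their median absolute log2 difference was 0.13, and 150 of them had an unadjusted p under 0.05 there. Both comparisons use the same Site #3 libraries, so these directions are not independent.

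**Figure D3:**
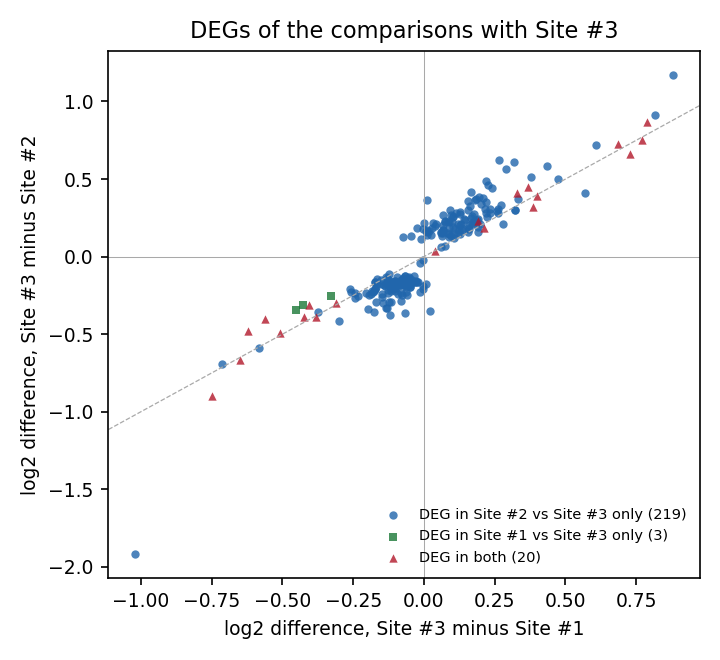
Log2 difference of each of the 242 DEGs at Site #3 from Site #1 (horizontal axis) and from Site #2 (vertical axis), 1 point per gene, with colour and shape for the comparison in which it was a DEG and a dashed line where both differences are equal. The 20 genes found in both lie in the quadrants of equal sign.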

We also performed an analysis of differentially methylation regions (DMRs) in addition to DMGs using methylKit, which identified 24–77 DMRs between sites (Supplementary Tables S11-S13).

### Overlap between DEGs and DMGs

Genome-wide DNA methylation studies commonly report changes in DNA methylation in the absence of gene expression data. When combined with gene expression data, investigators often focus on the alterations in DNA methylation that can be inversely correlated with gene expression changes. To understand the relationship between epigenetic regulation and transcriptomic changes, we examined the overlap between DMGs and DEGs. Table 2 lists the overlaps at both gene and CpG site levels. 

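The paper's list of DMGs for Site #1 vs Site #2 (Supplementary Table S5) holds 1339 genes, of which 1052 were among the genes tested for expression. None of them was a DEG between these sites, and none had an adjusted p under 0.05 when limma's p values were adjusted over the list alone (smallest adjusted p = 0.669, Benjamini-Hochberg). An unadjusted p under 0.05 was found for 73 of them (6.94%), against 6.73% of the other tested genes. In 10000 random lists of the same size matched on mean expression, this share had a median of 7.03%, and 95% of the lists lay between 5.61% and 8.56%. For Site #1 vs Site #3, the part of Supplementary Table S6 used here holds 590 genes, of which 483 were tested and 2 were DEGs. These were P2rx4, with a log2 difference of -0.41 (standard error 0.06, adjusted p = 0.0442 from limma with Benjamini-Hochberg adjustment), and Apoc1, with -0.62 (standard error 0.08, adjusted p = 0.0208, limma with Benjamini-Hochberg adjustment), both named after their values were seen. The adjusted p of P2rx4 ran from 0.00911 to 0.566 and that of Apoc1 from 0.00456 to 0.186 over 20 other settings of limma with Benjamini-Hochberg adjustment. It was not under 0.05 in 12 of these settings for P2rx4 and in 5 for Apoc1. Adjusted over these 483 genes alone, 3 had an adjusted p under 0.05.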

The comparison between the two most similar sites (Site #1 Legacy and Site #2 Trinity) with the smallest numbers of DMGs (n = 1349) and DEGs (n = 58) includes no overlapping genes, while the other comparisons shared 1 to 5% of DMGs with DEGs. Even the comparison with the biggest overlap (Site #2 Trinity and Site #3 UAB) was not statistically significant (hypergeometric test, *p* value = 0.171). 

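The direction of methylation in the paper's lists was set beside the direction of expression for every listed gene that was tested, whether or not it was a DEG. Between Site #1 and Site #2, expression was lower at the site with the higher mean methylation for 535 of 1052 genes (50.9%, exact Clopper-Pearson 95% interval 47.8 to 53.9, two-sided exact binomial p = 0.600), and for 648 of their 1271 CpG sites. Among the 73 genes with an unadjusted p under 0.05 for expression, 40 were inverse (54.8%, 42.7 to 66.5, exact binomial p = 0.483). For Site #1 vs Site #3, only the genes in the part of Supplementary Table S6 used here were covered, not the paper's whole list. Of these, 251 of the 483 tested were inverse (52.0%, 47.4 to 56.5, exact binomial p = 0.413). Among the 41 of these with an unadjusted p under 0.05 for expression, 28 were inverse (68.3%, 51.9 to 81.9, exact binomial p = 0.0275, or 0.110 after Benjamini-Hochberg adjustment over these 4 tests). At the CpG sites of P2rx4 and Apoc1, 1 of 4 was inverse.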

Approximately 53 to 59% of differential CpG sites showed an inverse relationship between the direction of methylation and expression changes such as increased methylation with down-regulated gene expression or decreased methylation with up-regulated gene expression. This is reflective of the nuances associated with the position of DNA methylation changes in relation to gene expression and strongly suggests that even in the minority of instances where DMG show a change in gene expression, the directionality of that gene expression change cannot and should not be inferred based on whether DNA methylation is increased or decreased at a particular site.

**Table 2:** Overlap between DMGs and DEGs.

Comparison	Gene level			CpG site level			
	DMGs	Overlap	DEGs	# CpG sites (Overlap)	Same direction	Opposite direction	Opposite direction (gene)
Site #1 vs Site #2	1349	0	58	0	0	0	0
Site #1 vs Site #3	2461	33	193	59	24	35	20
Site #2 vs Site #3	2366	127	990	195	92	103	68

Site #1: Legacy Research, Site #2: Trinity College, and Site #3: the University of Alabama at Birmingham.

### Functional-level similarity

To infer the significance of DNA methylation changes in the absence of definitive overlap, we next identified and compared overrepresented biological functions; the purpose was to identify pathway-level functional changes that may be related to experimental variables of interest. To assess the functional-level similarity between DMGs and DEGs identified as divergent between study sites, and attempt to determine if these represented true epigenetic changes associated with experimental variables, enrichment analysis was performed using a hypergeometric test with our in-house R analysis package *richR* (http://github.com/hurlab/richR) in terms of Gene Ontology (GO) terms^13,14^ and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^15^. The complete lists of significant GO terms and KEGG pathways overrepresented in DMGs and DEGs are given in Supplementary Tables S14-S25. Supplementary Table S26 summarized the numbers of significant biological functions identified in each gene set. DMGs have over 400 significant GO terms with adjusted* p* < 0.05 but very few significant KEGG pathways.

Heatmaps were generated with top significant functions, where colored cells indicated significant enrichment within the corresponding dataset (Fig. 4). The top enriched GO terms were very similar across all three DMG sets (Fig. 4A), while very few GO terms were enriched partially due to the small numbers of DEGs. KEGG analysis revealed different sets of pathways were enriched in these gene sets. “Pathways in cancer” was identified in all three DMG sets, but no apparent theme was identified.

**Figure 4:**
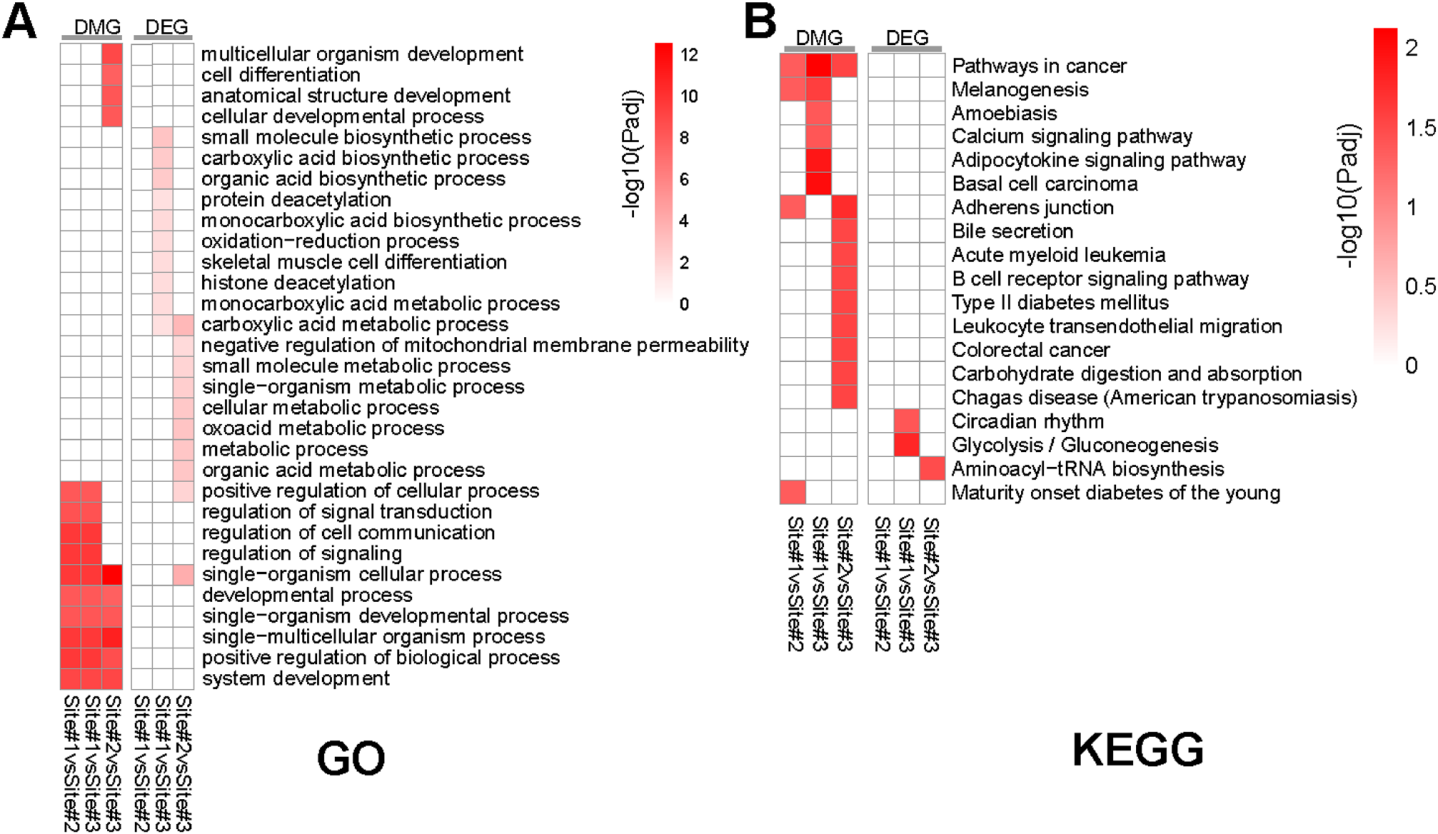
Enriched biological functions in terms of GO terms and KEGG pathways. Functional enrichment analysis was performed using *richR*, our in-house R package, on each of the DMG and DEG sets to identify over-represented biological functions in terms of GO terms (**A**) and KEGG pathways (**B**). Top 10 most significant GO terms and all significant KEGG pathways were combined in heatmaps, in which the color corresponds to enrichment significance represented by −log_10_(Benjamini–Hochberg (BH)-adjusted *P* values). Panel images were created using R (v4.0.3).

## Discussion

Each of the four major categories of experimental/environmental factors used in the present study identified noticeable differences in the methylome and transcriptome. In the “before-each-laboratory” category, the animal vendors were different; Charles River Laboratory for Sites #1 and #2 and Harlan (Envigo) for Site #3. Although we purchased Sprague–Dawley rats from both vendors, there could be vendor-specific genetic differences. Studies have shown that many animal models of the same strains could have phenotypic as well as genetic variances according to the sources (vendors)^16–18^. In addition to possible genetic differences, these two vendors used different chows (Purina 5L79 at Charles River and Teklad Global 18% Protein Rodent Diet at Envigo). Although we did not examine specifically the possible impact of animal chow on the epigenome, other studies have reported differences in animal phenotypes resulting from changes in nutrition; DNA methylation was labile in response to nutritional influence^19,20^. Sites #1 and #2 used the same animal vendor as well as the same branded chow (LabDiet 5001) at their laboratories, while Site#3 used a different animal vendor and a different selection of chow (NIH open formula rat sterilizable diet). These differences are well aligned with the more outstanding differences in methylome and transcriptome between Site #3 and other sites.

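With all 17 libraries in one limma fit, 174 genes differed between Site #3 (n = 6) and the mean of Sites #1 and #2 (n = 5 and 6) at an adjusted p under 0.05 by Benjamini-Hochberg adjustment. Of these, 91 were higher and 83 lower at Site #3, with a median absolute log2 difference of 0.20 and a maximum of 1.47. After quantile normalization, chosen after the data were seen, 74 were higher and 94 lower. The 174 genes included all of the DEGs of Site #1 vs Site #3 and 112 of those of Site #2 vs Site #3. Between Site #3 and the other 11 libraries lay 12.3% of the squared distance over the 500 most variant genes, against 6.25% by random assignment (exact permutation test over 12376 assignments for a larger share, p = 0.0340). Vendor, chow, housing, days to sacrifice and dissection buffer all separate Site #3 from the other sites in the same way. The paper sets the distance of Site #3 beside the vendor and chow that Sites #1 and #2 had in common.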

Other noticeable factors include days-from-arrival-to-sacrifice in the “up-to-sacrifice” category and type-of-buffer and the use of air bubbles in the “dissection” category. Rats were killed and hippocampi dissected 27 days after arrival from the vendor in Site #3, while rats in Sites #1 and #2 were killed and hippocampi dissected 18 to 19 days after arrival. Aging is known to be correlated with epigenetic changes, particularly DNA methylation^21,22^. This difference may be associated with different body weights, which also showed significant differences across the project sites and correlated with different methylation levels of DMCs (Supplementary Fig. 3).

There is a possibility that the delay in sacrificing by 8 to 9 days along with changes in body weight affected the DNA methylome; however, it is not clear the degree to which the changes were attributable to delay. As for the different factors in the “dissection” category, Site #3 used artificial cerebrospinal fluid as their choice of a buffer solution with 95% O_2_ and 5% CO_2_ bubbled, while the other two sites used 0.9% saline. Although hyperoxia may result in genome-wide changes in DNA-methylation^23^, the effect of relatively short-term exposure during dissection on methylation change would not be expected to be substantial due to the time it generally takes to see methylation changes in culture.

Changes in methylation and gene expression can be either protocol-induced variations or could be considered epigenetic noise. Accordingly, we examined changes in pathways and biological functions using GO and KEGG analyses. No GO term changes related to DNA methylation were significantly enriched. However, one GO term that was changed was histone deacetylation; it was significantly enriched among the DEGs between Site #1 (Legacy) and Site #3 (UAB). Six DEGs, including *Per1*, *Per2*, *Rbm14*, *Bcl6*, *Sfpq*, and *Prkd2,* were included in this set, suggesting a potential difference in another epigenetic marker of histone deacetylation is taking place.

Nearly identical protocols (Sites #1 and #2) resulted in a close match of DNA methylation and RNA-seq profiles, whereas seemingly minor differences induced major changes in the DNA methylome and transcriptome. 

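Over the 13679 genes with a mean of at least 1 CPM, the Euclidean distance between 2 RNA-Seq libraries averaged 20.5 ± 4.08 (SD, 30 pairs of libraries) between Site #1 and Site #2. It averaged 21.6 ± 4.67 (SD, 30 pairs) between Site #1 and Site #3 and 22.2 ± 5.06 (SD, 36 pairs) between Site #2 and Site #3. Within a site, it averaged 21.4 ± 4.56 (SD, 10 pairs) at Site #1, 19.4 ± 3.60 (SD, 15 pairs) at Site #2 and 20.8 ± 5.68 (SD, 15 pairs) at Site #3. Each library enters many pairs, so the pairs are not independent. Replicate 1 of Site #3 had a mean distance of 29.6 to the other libraries, against 18.7 to 21.0 for the rest of its site. That library raised every average that includes Site #3, and the averages were not tested against each other.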

Although it is impossible to gauge the extent of their individual or combined effects on DNA methylation changes in this study, some of these factors have been implicated in modulating epigenetic changes^20^.

We also examined the relationship between the significant changes in DNA methylation and significant expression change in the nearest gene, based on the assumed inverse correlation between methylation and gene expression. Little overlap was observed up to 5% of DMGs with DEGs, approximately 59% of them showed an inverse relationship (increased methylation with down-regulated gene expression or decreased methylation with up-regulated gene expression), suggesting that the directionality of gene expression change cannot and should not be inferred based solely on whether DNA methylation is increased or decreased at a particular site. Associating DNA methylation to gene expression is very challenging and DNA methylation often has a strong influence through most distal effects as at enhancer elements or CTCF binding sites^24,25^; therefore, our current overlap analysis has room for improvement.

Bioinformatics approaches for addressing the batch differences in certain high-throughput data analysis are available by using either tools such as ComBat^26^, SVA^27^, and removeBatchEffect^28^, or including the batch information as a covariate. However, caution is needed when using batch correction methods as they may bias the data in unpredicted ways^29^. Our study demonstrates that seemingly minor experimental variations, even under normal baseline conditions, can have a significant impact on epigenome outcome measures and data interpretation. This is particularly meaningful for neurological studies in animal models, in which baseline parameters between experimental groups are difficult to control^10^. Therefore, strict guidelines for the execution and interpretation of epigenetic studies, possibly including additional controls in experimental design to adjust protocol-sensitive epigenetic, are needed to enhance scientific rigor, and these data identify protocol-sensitive epigenetic changes that may confound experimental results.

## Methods

### Animals

SAS Sprague Dawley (SD) male rats were purchased from the nearest vendors (Charles River and Envigo) from our three project sites, including Legacy Research (Site #1), Trinity College (Site #2), and the University of Alabama at Birmingham (Site #3). Animal handling was approved by the Institutional Animal Care and Use Committee (IACUC) at each of three sites and summarized as listed in Table 1. The investigation conformed to the National Research Council of the National Academies Guide for the Care and Use of Laboratory Animals^30^ and complied with the ARRIVE guidelines.

### RRBS and RNA-Seq

Whole hippocampi from each animal were surgically dissected and flash-frozen in liquid N_2_ and stored at -80 °C before being shipped to the University of North Dakota (UND), where samples were collected, de-identified, and stored at -80 °C for deep sequencing analysis. Once collected, all samples were processed using Qiagen’s AllPrep DNA/RNA Mini Kit (Germantown, MD; Product ID: 80,204) to individually extract RNA and DNA from each flash-frozen sample. All RNA and DNA samples were stored at -80 °C before being sent frozen in dry ice to the University of Michigan Genomics and Epigenomics Core for deep sequencing.

The RRBS procedure was adapted as previously described and performed at the University of Michigan Epigenetics Core facility^31^. Briefly, genomic DNA quantity was measured using a Qubit fluorometer (ThermoFisher Scientific, Waltham, MA) and the quality assessed using TapeStation (Agilent, Santa Clara, CA). Genomic DNA was digested with *Msp1* restriction enzyme and purified using phenol:chloroform extraction and ethanol precipitation. Following *Msp1* digestion, genomic DNA underwent blunt-end digestion, phosphorylation, and ligation of adapters with methylated cytosines. Ligated fragments, processed for size selection using agarose gel electrophoresis, were bisulfite converted, amplified by PCR, then cleaned using AMPure XP beads (Beckman Coulter Life Sciences, Indianapolis, IN). Libraries were quantified using Qubit fluorometric quantification (ThermoFisher Scientific, Waltham, MA), analyzed using a TapeStation system (Agilent, Santa Clara, CA), then sequenced on an Illumina Hi-Seq 4000 platform (Illumina, San Diego, CA).

Total RNA isolated from individual microglia preparations was evaluated using a TapeStation system (Agilent, Santa Clara, CA). The NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA) was used to construct the sequencing library. Resultant cDNA was commercially sequenced with a paired-end read length of 50 bases using an Illumina Hi-Seq 4000 platform (Illumina, San Diego, CA).

### RRBS and RNA-Seq data processing

Quality control assessment of RRBS data was completed using *FastQC* v0.11.5^32^. Raw Sequencing reads were cleaned using *Trim Galore* v0.5.0, to remove reads with adapter contamination and reads with a Phred quality score less than 30^33^. Cleaned reads were mapped to an in silico bisulfite-converted rat reference genome rn6 using *Bismark* v0.20.0 and *Bowtie2* v2.3.4.2^34,35^. CpG sites on X and Y chromosomes were excluded. PCA was performed on the most variant 10% of the measured CpG sites. *methylKit* v1.8.1^36^ was used to count uniquely mapped reads and assess changes in methylation between each site. Differentially methylated CpGs (DMCs) were defined as a 25% or greater difference in cytosine methylation levels between sites with an adjusted *p* value < 0.01, which were then aggregated into differentially methylated genes (DMGs) based on the unique gene identifiers. DMCs were annotated based on genes and CpG island features using gene bodies and 2, 5, and 10 kb regions upstream from transcription start sites using the *genomation* R package^37^. Annotation of murine CpG islands was obtained from the University of California, Santa Cruz, CA (UCSC, https://genome.ucsc.edu/cgi-bin/hgGateway?db=rn6). The gene annotation was obtained from Ensembl and NCBI gene databases^38^.

Quality control assessment of RNA-Seq data was completed using the *FastQC* v0.11.5^32^. Raw sequencing reads were cleaned using *Trimmomatic*^39^ to remove reads with adapters or poly-N sequences as well as reads with quality scores < 30. Cleaned reads were mapped to the rat reference genome rn6 using *HISAT2*^40^. Genes with zero expression across samples were omitted from differential expression analysis. featureCounts was used to assign mapped reads to unique genomic features^41^. PCA was performed to gain insights into the association between samples. Differentially expressed genes (DEGs) were identified using the *DESeq2* R package with a significance cutoff of < 0.05 adjusted *p* value^42^.

### Hippocampus region-specific expression markers

To assess the possibility of imbalance in the dissected hippocampal regions, which might have resulted in the observed methylation and expression differences, we examined the expression levels of region-specific hippocampal markers. We compiled 187 region-specific markers from the Hipposeq, a comprehensive RNA-Seq database of gene expression in hippocampal principal neurons^11^. This list includes 10 CA1-enriched, 41 CA2-enriched, 61 CA4 enriched, 39 dentate gyrus-enriched, 12 dorsal-enriched, and 24 ventral-enriched genes (Supplementary Table S2). A heatmap of expression levels of these marker genes was created based on the Fragments Per Kilobase Million (FPKM) values.

### Cell-type composition analysis

To assess the cell-type composition difference of the samples across three sites, the expression levels of selected known neuronal cell-type-specific markers for microglia, astrocytes, neurons, oligodendrocytes, as well as those are known to be expressed in various cell types. These marker genes were compiled in our recent study^43^ on alpha-synuclein-associated differential methylation signatures in microglia, which employed two high-throughput expression profiling studies in rodent brains^44,45^. We also employed CIBERSORT^12^ to infer the cell type abundance based on gene expression- and marker genes. Brain cell-type-specific signatures of 903 genes were obtained from a study in human brains^46^, which included astrocytes, endothelial, fetal quiescent, fetal replicating, microglia, neurons, oligodendrocytes, oligodendrocyte progenitor cells (OPC). These human gene signatures were mapped to rat genes based on the Ensembl Genes database v104 annotation using the *biomaRt* Bioconductor package^47^. CIBERSOFT function available in *IOBR* R package was used to estimate the abundances of the member cell type from the RNA-Seq data. Kruskal–Wallis test was used to examine the significant difference in the cell-type composition across the samples.

### Functional enrichment analysis

To identify significantly over-represented biological functions, a functional enrichment analysis of both DMGs and DEGs was conducted using our in-house enrichment analysis R package *richR* (http://github.com/hurlab/richR). Gene Ontology (GO)^48^ and Kyoto Encyclopedia of Genes and Genomes (KEGG)^49^ were used as the target annotation sources of biological functions and pathways. A Benjamini–Hochberg adjusted *p* value of < 0.05 was used as the significance cutoff. *VennDetail* Bioconductor package^50^ was used to examine the overlap at the biological functions/pathways as well as at the gene level (DEGs and DMGs).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The raw sequencing data have been deposited into the NCBI Gene Expression Omnibus database (Accession ID: GSE164833). Analysis scripts used in the current study are freely available at our GitHub site (https://github.com/hurlab/ProtocolMatters). All other data generated or analyzed during this study are included in this article and its supplementary materials.

## References

[1] Garber K (2019). Epigenetics comes to RNA. Science.

[2] Qureshi IA, Mehler MF (2018). Epigenetic mechanisms underlying nervous system diseases. Handb Clin Neurol.

[3] Williams-Karnesky RL (2013). Epigenetic changes induced by adenosine augmentation therapy prevent epileptogenesis. J. Clin. Invest..

[4] Robinson GE, Barron AB (2017). Epigenetics and the evolution of instincts. Science.

[5] O'Reilly S (2019). Epigenetic modulation as a therapy in systemic sclerosis. Rheumatology (Oxford).

[6] Younus I, Reddy DS (2017). Epigenetic interventions for epileptogenesis: A new frontier for curing epilepsy. Pharmacol. Ther..

[7] Ahuja N, Sharma AR, Baylin SB (2016). Epigenetic therapeutics: A new weapon in the war against cancer. Annu. Rev. Med..

[8] Rezapour S, Hosseinzadeh E, Marofi F, Hassanzadeh A (2019). Epigenetic-based therapy for colorectal cancer: Prospect and involved mechanisms. J. Cell Physiol..

[9] Zahnow CA (2016). Inhibitors of DNA methylation, histone deacetylation, and histone demethylation: A perfect combination for cancer therapy. Adv. Cancer Res..

[10] Debski KJ (2016). Etiology matters—Genomic DNA methylation patterns in three rat models of acquired epilepsy. Sci. Rep..

[11] Cembrowski MS, Wang L, Sugino K, Shields BC, Spruston N (2016). Hipposeq: A comprehensive RNA-seq database of gene expression in hippocampal principal neurons. Elife.

[12] Newman AM (2019). Determining cell type abundance and expression from bulk tissues with digital cytometry. Nat. Biotechnol..

[13] Ashburner M (2000). Gene ontology: Tool for the unification of biology. The Gene Ontology Consortium. Nat. Genet.

[14] Gene Ontology C (2021). The Gene Ontology resource: Enriching a GOld mine. Nucleic Acids Res..

[15] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[16] Zhang-James Y, Middleton FA, Faraone SV (2013). Genetic architecture of Wistar-Kyoto rat and spontaneously hypertensive rat substrains from different sources. Physiol. Genom..

[17] Kiselycznyk C, Holmes A (2011). All (C57BL/6) mice are not created equal. Front. Neurosci..

[18] Oliff HS, Coyle P, Weber E (1997). Rat strain and vendor differences in collateral anastomoses. J. Cereb. Blood Flow Metab..

[19] Kadayifci FZ, Zheng S, Pan YX (2018). Molecular mechanisms underlying the link between diet and DNA methylation. Int. J. Mol. Sci..

[20] Zhang N (2015). Epigenetic modulation of DNA methylation by nutrition and its mechanisms in animals. Anim. Nutr..

[21] Unnikrishnan A (2019). The role of DNA methylation in epigenetics of aging. Pharmacol. Ther..

[22] Lowe R (2020). DNA methylation clocks as a predictor for ageing and age estimation in naked mole-rats, Heterocephalus glaber. Aging (Albany NY).

[23] Chen CM, Liu YC, Chen YJ, Chou HC (2017). Genome-wide analysis of DNA methylation in hyperoxia-exposed newborn rat lung. Lung.

[24] Ordonez R, Martinez-Calle N, Agirre X, Prosper F (2019). DNA methylation of enhancer elements in myeloid neoplasms: Think outside the promoters?. Cancers (Basel).

[25] Heberle E, Bardet AF (2019). Sensitivity of transcription factors to DNA methylation. Essays Biochem..

[26] Johnson WE, Li C, Rabinovic A (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics.

[27] Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD (2012). The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics.

[28] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[29] Nygaard V, Rodland EA, Hovig E (2016). Methods that remove batch effects while retaining group differences may lead to exaggerated confidence in downstream analyses. Biostatistics.

[30] Council, N. R. *Guide for the Care and Use of Laboratory Animals*. (National Academies Press, 2010).

[31] Garrett-Bakelman FE (2015). Enhanced reduced representation bisulfite sequencing for assessment of DNA methylation at base pair resolution. J Vis Exp..

[32] Bioinformatics, B. *FastQC: A quality control tool for high throughput sequence data.*http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[33] Bioinformatics, B. *Trim Galore!*https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/

[34] Krueger F, Andrews SR (2011). Bismark: A flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics (Oxford, England).

[35] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[36] Akalin A (2012). methylKit: A comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol..

[37] Akalin A, Franke V, Vlahovicek K, Mason CE, Schubeler D (2015). Genomation: A toolkit to summarize, annotate and visualize genomic intervals. Bioinformatics.

[38] Zerbino DR (2018). Ensembl 2018. Nucleic Acids Res..

[39] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[40] Kim D, Langmead B, Salzberg SL (2015). HISAT: A fast spliced aligner with low memory requirements. Nat. Methods.

[41] Liao Y, Smyth GK, Shi W (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[42] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[43] McGregor BA (2021). Alpha-synuclein-induced DNA methylation and gene expression in microglia. Neuroscience.

[44] Ximerakis M (2019). Single-cell transcriptomic profiling of the aging mouse brain. Nat. Neurosci..

[45] Zhang Y (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J. Neurosci..

[46] Yu Q, He Z (2017). Comprehensive investigation of temporal and autism-associated cell type composition-dependent and independent gene expression changes in human brains. Sci. Rep..

[47] Durinck S (2005). BioMart and Bioconductor: A powerful link between biological databases and microarray data analysis. Bioinformatics.

[48] Ashburner M (2000). Gene ontology: Tool for the unification of biology. The Gene Ontology Consortium. Nat. Genet..

[49] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K (2017). KEGG: New perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res..

[50] Guo, A., McGregor, B. A. & Hur, J. *VennDetail: A package for visualization and extract details.*https://www.bioconductor.org/packages/release/bioc/html/VennDetail.html (2021).

# Supplementary material for: The impact of methodology on the reproducibility and rigor of DNA methylation data
**Source:** Sci Rep. 2022 Jan 10;12:380. doi: 10.1038/s41598-021-04346-w
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary Materials for

**The impact of methodology on the reproducibility and rigor of DNA methylation data**

Detlev Boison*, Susan A. Masino*, Farah D. Lubin*, Kai Guo*, Theresa Lusardi, Richard Sanchez, David N. Ruskin, Joyce Ohm, Jonathan D. Geiger, and Junguk Hur^$^

**This PDF file includes:**

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

**Other Supplementary Materials for this manuscript include the following:**

Supplementary Tables 1 to 26 (Assembled in a single Excel file)

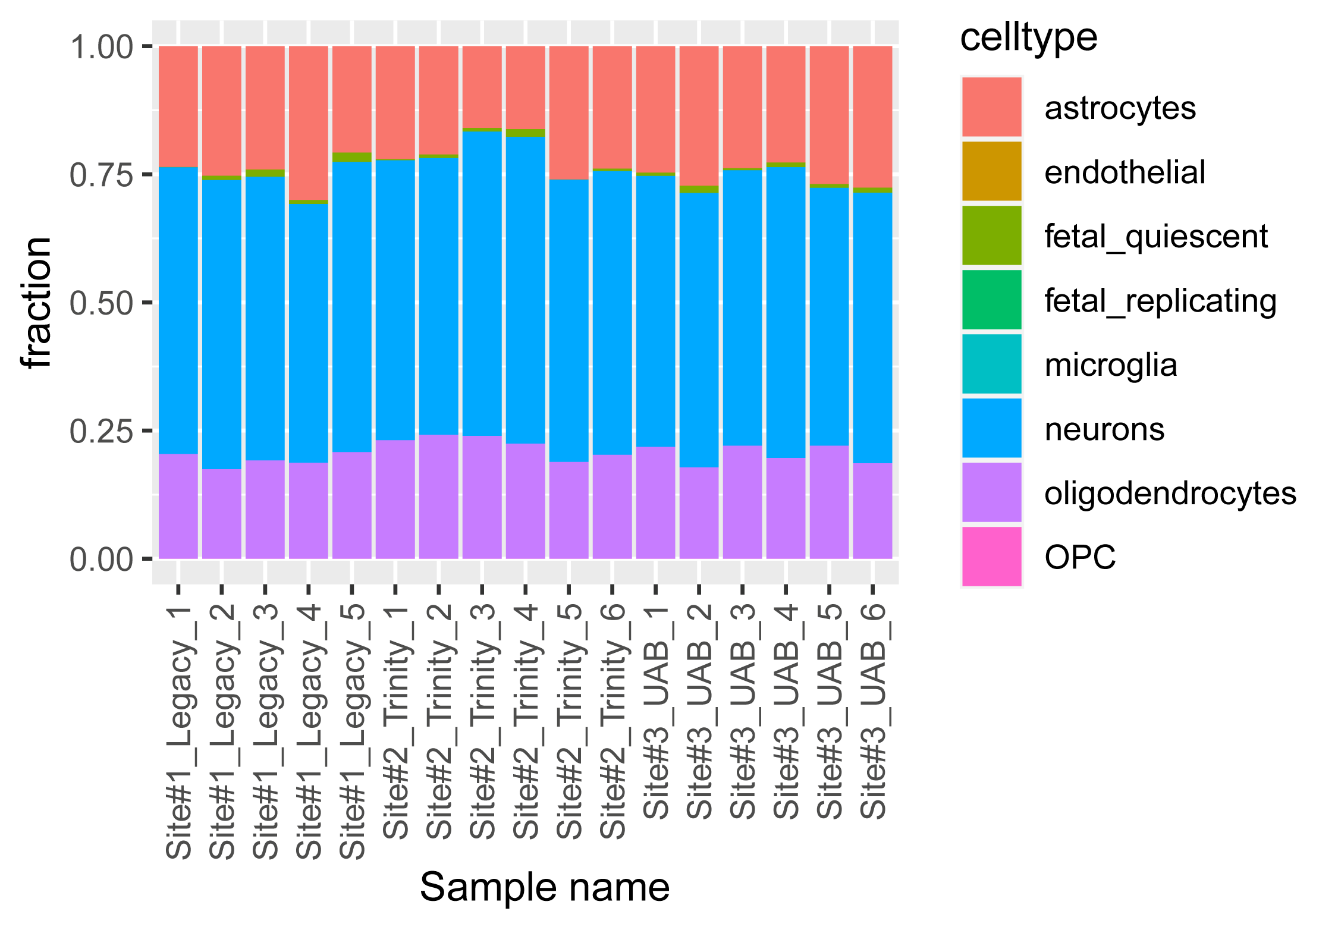

**Supplementary Fig. 1. Cell-type abundance based on the expression data**. To assess the cell-type composition of the hippocampal tissues used in the study, we employed a gene expression- and marker gene-based approach using the CIBERSORT algorithm. The brain cell-type-specific 903 gene expression signatures for CIBERSORT were obtained from a study in human brains, including eight cell types of astrocytes, endothelial, fetal quiescent, fetal replicating, microglia, neurons, oligodendrocytes, oligodendrocyte progenitor cells (OPC). CIBERSOFT function available in IOBR R package was used to estimate the abundances of the member cell type from the RNA-Seq data.

**
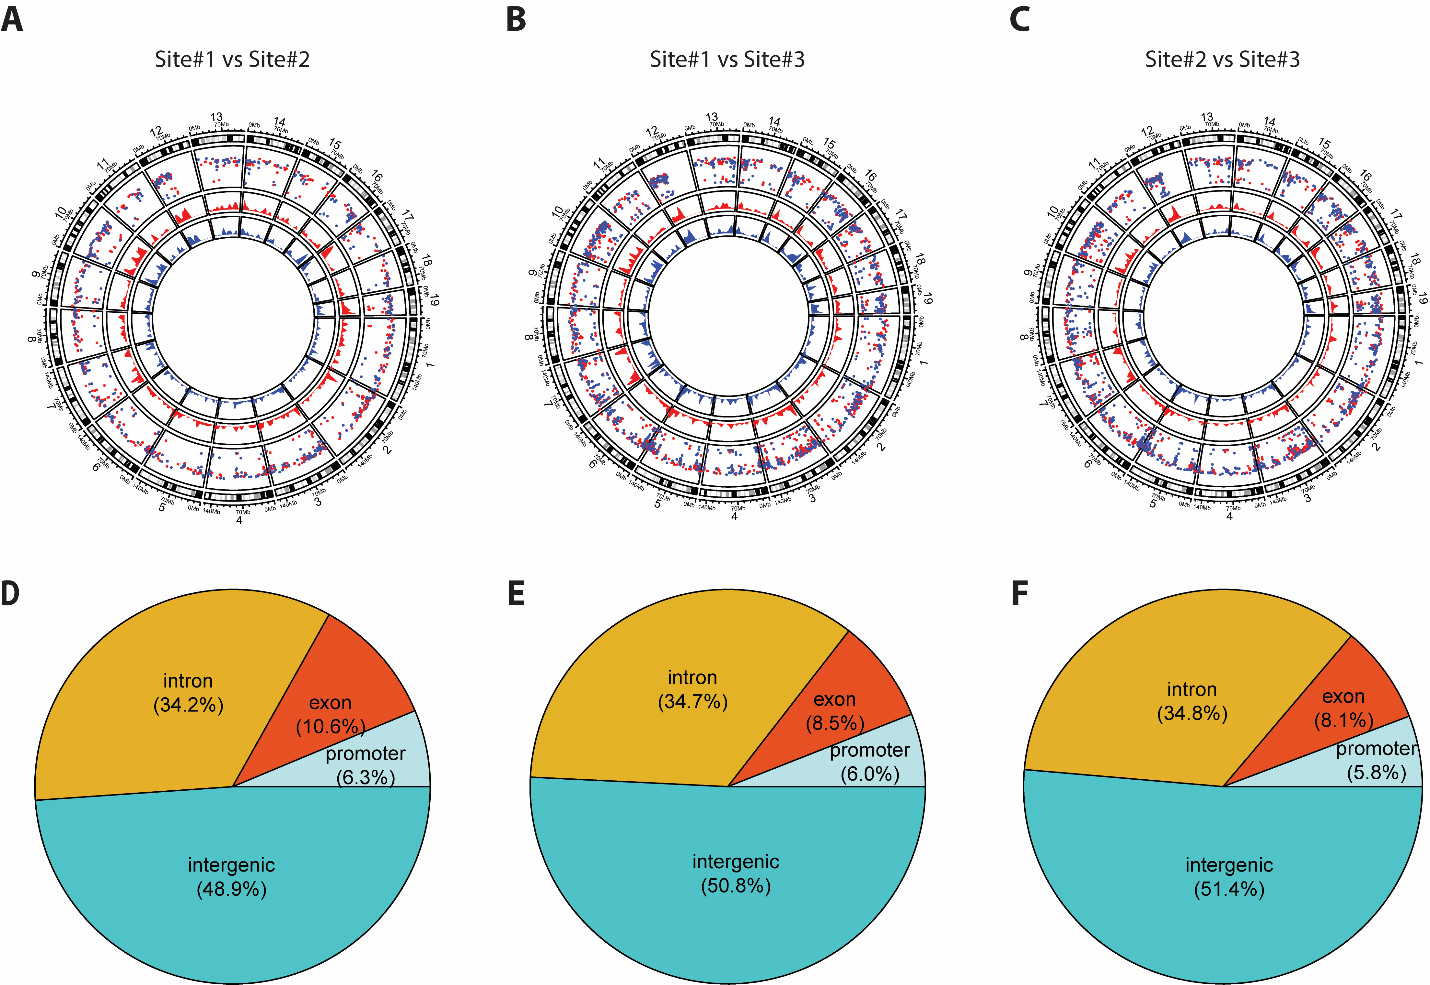
**

**Supplementary Fig. 2. Distribution of differentially methylated CpGs (DMCs)**. DMCs (A: Site #1 vs Site #2; B: Site #1 vs Site #3; C: Site #2 vs Site #3) across chromosomes are depicted in circular plots. Hyper- and hypomethylated CpGs are colored in red and blue, respectively, relative to their second Sites in each comparison. The distributions of DMCs are summarized based on genomic location (D-F). These plots were generated using R v4 (<https://cran.r-project.org/>).

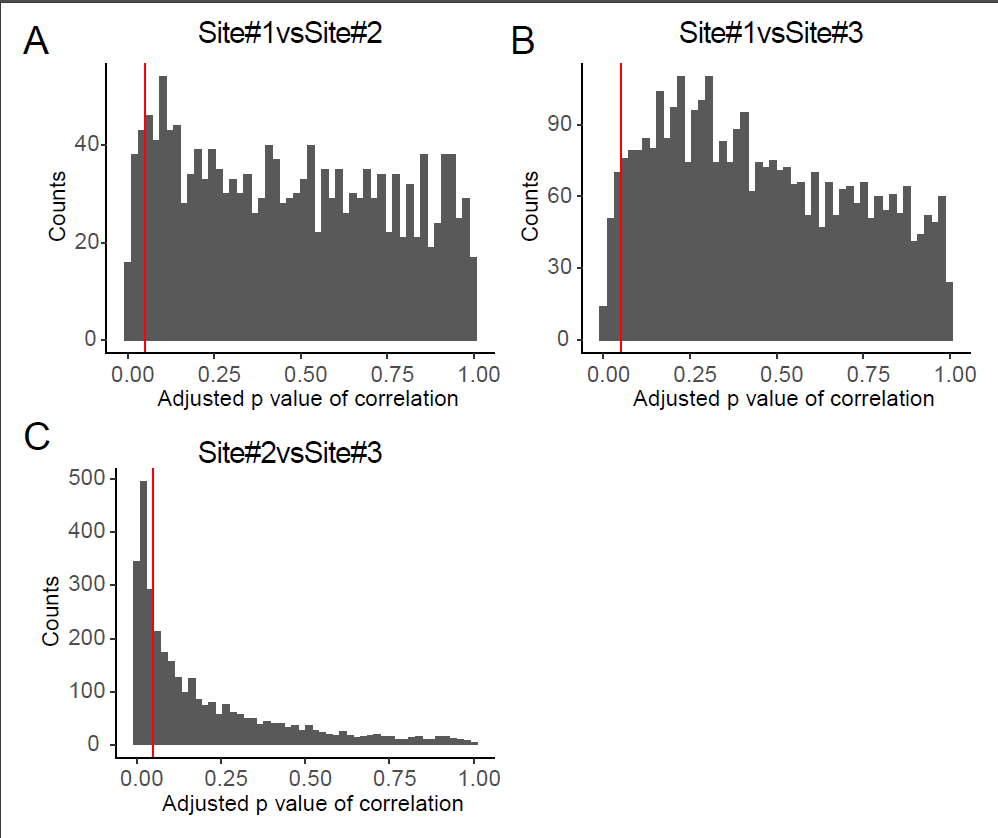

**Supplementary Fig. 3. Distribution of correlation between the methylation level of DMCs and body weight**. Pearson correlation analysis was done between the methylation level of DMCs and body weight of animals right before being sacrificed was the distribution of adjusted p-values of these correlations are depicted in histograms (A: Site #1 vs Site #2; B: Site #1 vs Site #3; C: Site #2 vs Site #3). The vertical red lines indicate the adjusted p-value = 0.05. While the majority of the correlations were not significant, a larger portion in the Site#2 vs Site#3 comparison (C) was significant (adjusted P < 0.05). These plots were generated using R v4 (<https://cran.r-project.org/>).

**
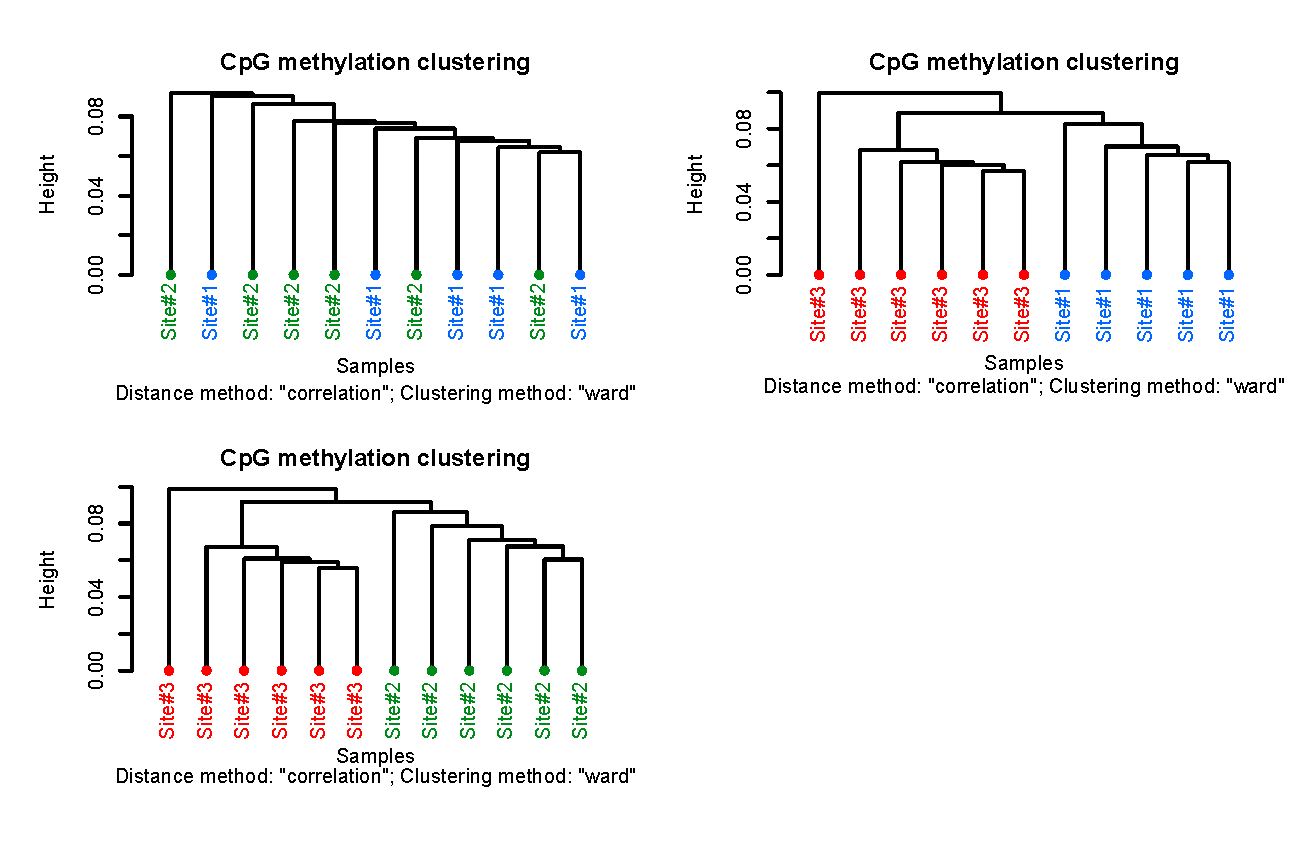
**

**Supplementary Fig. 4. Hierarchical clustering of CpG methylation data**. These clustering results suggest the high similarity between the samples from Site#1 (Legacy Institute) and Site#2 (Trinity College), but a separation of the sites from Site#3 (University of Alabama at Birmingham). These plots were generated using R v4 (<https://cran.r-project.org/>).

**List of Supplementary Tables (single Excel file)**

**Supplementary Table 1:** CpG site mapping summary

**Supplementary Table 2:** Region-specific hippocampus markers

**Supplementary Table 3.** Average expression of neuronal cell-type-specific marker genes

**Supplementary Table 4.** Assessment of differential cell-type abundance across three project sites

**Supplementary Table 5:** Differentially methylated genes between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 6:** Differentially methylated genes between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 7:** Differentially methylated genes between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 8:** Differentially expressed genes between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 9:** Differentially expressed genes between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 10:** Differentially expressed genes between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 11:** Differentially methylated regions between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 12:** Differentially methylated regions between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 13:** Differentially methylated regions between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 14:** Gene ontology enrichment result of DMGs between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 15:** Gene ontology enrichment result of DMGs between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 16:** Gene ontology enrichment result of DMGs between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 17:** Gene ontology enrichment result of DEGs between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 18:** Gene ontology enrichment result of DEGs between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 19:** Gene ontology enrichment result of DEGs between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 20:** KEGG pathway enrichment result of DMGs between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 21:** KEGG pathway enrichment result of DMGs between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 22:** KEGG pathway enrichment result of DMGs between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 23:** KEGG pathway enrichment result of DEGs between Site #1 (Legacy) and Site #2 (Trinity)

**Supplementary Table 24:** KEGG pathway enrichment result of DEGs between Site #1 (Legacy) and Site #3 (UAB)

**Supplementary Table 25:** KEGG pathway enrichment result of DEGs between Site #2 (Trinity) and Site #3 (UAB)

**Supplementary Table 26:** GO and KEGG enrichment summary statistics

How the deposited data were processed for this re-analysis (not part of the article)

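Hippocampal RNA-Seq libraries of 17 rats were used, 5 from Site #1, 6 from Site #2 and 6 from Site #3, grouped by the site and replicate number in the sample labels. Vendor, age at arrival and days to sacrifice come from Table 1 of the paper and are the same for all rats of a site. The RRBS libraries were not analysed here.

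The authors trimmed the reads with Trimmomatic, aligned them to rn6 with HISAT2 and counted them per gene with featureCounts. The values they deposited are on a log2 scale, 1 per Ensembl gene and library, and were normalized between libraries by a step that the paper's text does not name. Negative values, genes at exactly 0 in all libraries and a spread between libraries that shrinks for the lowest genes are the pattern of the regularized log of DESeq2, the tool the authors used for their DEGs. The unit was taken from the values: the lowest was -2.28 and the highest 20.22. No pseudocount was added. The values hold no counts, so no depth, floor or counting interval can be given, and the number of rats limits the precision.

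The tests had been planned for counts, with limma named for any normalized unit; because the values are already log2, limma was run on them directly, without a further log. Genes at exactly 0 in all libraries (9830 of 32494) were left out and no other filter was applied, which left 22664. Each pair of sites was fitted by itself with lmFit and eBayes with a mean-variance trend, two-sided, and p values were adjusted by the Benjamini-Hochberg method; DEGs had an adjusted p under 0.05. The contrast of Site #3 with the mean of Sites #1 and #2 used all 17 libraries. An approximate CPM was made by raising 2 to the deposited value and scaling every library to the same sum, as for CPM, and 13679 genes had a mean of at least 1.

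PCA and distances between libraries used the 500 genes with the highest variance, or the genes with a mean of at least 1 CPM where stated. The share of the squared distance between sites was tested by exact permutation over all assignments of the libraries to sites. The share between Site #3 and the other sites was added after the data were seen. Cell-type and region markers were tested by the between-site sum of squares of each gene with the same exact permutation, adjusted within each list.

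Symbols come from the paper's Supplementary Tables S3 and S5 and a part of S6, which pair them with Ensembl identifiers; Supplementary Tables S7 to S10 were not used here, and further genes can have a symbol there; 1798 identifiers were named in this way, 1436 of them among the tested genes. The reference table of gene symbols at hand (assembly GRCr8) holds no Ensembl identifiers and served only to match older symbols. Per1, Per2, Rbm14, Bcl6, Sfpq and Prkd2 had no identifier in these tables and were not analysed here, nor were lists of clock, glycolysis, aminoacyl-tRNA synthetase, immediate-early and glucocorticoid-responsive genes, of which too few had one. The region scores of the design were not computed, since 19 of 187 markers had an identifier and at least 80% were required; the 19 genes were tested singly instead, which was decided after the data were seen.

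Genes were named by this rule: the genes that the paper names for RNA, the 5 genes of each comparison with the largest absolute log2 difference among the DEGs with a mean of at least 1 CPM and no overlap between the sites, and members of the marker lists that were DEGs or decided a check. Of genes without a symbol, only 2 that rose and 2 that fell are printed.

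The same replicate numbers occur at each site in the sample labels, and libraries with the same number are different rats. The fit with the replicate number as a block was therefore an alternative and not the reported result. The other alternatives were limma array weights, a filter on low values, all 17 libraries in one fit, other gene sets for the shares of variance, and leaving out each library in turn. Robust estimation, no mean-variance trend, quantile normalization, median centring and a filter on mean CPM were added after the data were seen.

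The DMG lists are the paper's, from Supplementary Table S5 and the part of Supplementary Table S6 used here, in which a positive methylation difference was read as higher at the first site named. Random lists were matched on 20 classes of mean expression. The cell-type abundances by CIBERSORT were not analysed here.

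The limma script was tested on simulated libraries of 22664 genes with 200 genes shifted at Site #3. At a shift of 0.5 log2 units it recovered 90.5% for Site #1 vs Site #3 and 91.0% for Site #2 vs Site #3, with 12 and 10 false calls, and with 0 calls for Site #1 vs Site #2. At a shift of 0.25 it recovered 54.5% and 61.5%. The shifted genes were drawn from those with a mean of at least 1 CPM, and all genes were independent normal values without compression of the shift. The permutation script was tested on 60 features without a shift, of which 5% had a p under 0.05, and on 60 with a large one, of which 100% did.

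R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.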

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

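All tests of explanations in this part were chosen only after the result was seen. Before the data were examined, the comparisons and their tests, the rule for naming genes, the alternatives not described as added and a list of choroid plexus markers had been set.

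For 51 values, each site's 5 or 6 libraries were screened for 1 library far from the rest, by the gap to its nearest neighbour as a share of the whole range of the site, against the 95% critical value of Dixon's test. In 19 of 153 groups a library exceeded it, where chance gives 7.65. F5, Col1a1 and Slc22a6 were included because libraries had already been seen to stand apart for them, and the PC scores and distances depend on the same genes, so the 19 are not independent.

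Replicate 1 of Site #3 had a PC1 score of 20.92 against -2.82 to 2.53 in the other libraries of the site (gap 0.774 of the range) and a mean distance to the other libraries of 29.6 against 18.7 to 21.0 (0.790). F5 was 12.04 against 5.39 to 5.75 (0.945). RNA from the choroid plexus is a candidate explanation: F5, a marker in the list, was 6.27 log2 units above the highest other library. Only 1 of the 10 markers in the list has an identifier in the tables used here, so this remains open. Poor quality of the whole library was tested by the median absolute deviation from the other libraries, which was 0.0601 against 0.0541 to 0.0732 in the other Site #3 libraries. For the authors' normalization of this library, all libraries were given the same distribution of values; this moved the library by a median of only 0.0173 log2 units, and its PC1 score was then 20.74 against -3.82 to 4.83 in the 16 others, so the check had little to correct and does not decide the question. For dissection at Site #3 as a whole, 0 of the other 5 Site #3 libraries had a PC1 score above the libraries of Sites #1 and #2 (-2.82 to 2.53 against -4.04 to 5.35); replicate 1 makes most of PC1 itself, so this describes where the pattern lies and does not test the dissection. The pattern was seen in this library alone, cannot be told apart from RNA of the choroid plexus in it, and the normalization and the dissection were not decided by these checks. No biological explanation was tested.

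Replicate 5 of Site #1 and replicate 3 of Site #2 stood apart together. Col1a1 was 10.95 against 8.78 to 8.92 in the former site (0.939) and 10.64 against 8.65 to 8.95 in the latter (0.845). Slc22a6 was 7.91 against 6.30 to 6.61 (0.807) and 8.06 against 6.27 to 6.58 (0.826). The PC1 scores were 5.35 against -3.39 to -1.07 (0.735) and 4.10 against -4.04 to -2.47 (0.807), and the PC2 score of the latter library was 5.42 against -1.93 to 0.36 (0.689). At Site #3, Col1a1 was 10.70 in replicate 1 and 10.07 in replicate 2, against at most 8.94 in the other libraries of the site. Slc22a6 was 7.99 and 7.77 in these libraries, against at most 6.93 in the others. Replicates 1 and 2 of Site #3 thus shared the high values of both genes. RNA from the meninges is a candidate explanation. Of a marker list of 21 genes written after the pattern was seen, 4 have an identifier in the tables used here. Among these, Col6a3 and Fmod both had replicate 5 of Site #1 and replicate 3 of Site #2 as the 2 highest of the 11 libraries of Sites #1 and #2. Site #3 was not part of this check. Both genes also contribute to PC1, with loadings of 0.0766 and 0.108 against 0.106 for Col1a1. They are therefore not independent of the PC1 scores that belong to the pattern. With 4 of 21 genes paired, the pattern cannot be told apart from RNA of the meninges. Poor quality of the whole library remains open as well: the median absolute deviation of replicate 5 was the largest of Site #1, at 0.0965, while that of replicate 3 of Site #2 was 0.0844, below the 0.105 of replicate 4. No biological explanation was tested.

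The remaining libraries that stood apart did so for single genes and by less than 0.5 log2 units. Replicate 4 of Site #1 had 6.28 for ENSRNOG00000042985 against 5.80 to 5.93 (0.724) and 9.82 for P2rx4 against 9.46 to 9.54 (0.780). Replicate 5 of Site #1 had 10.55 for Snx6 against 10.68 to 10.73 (0.759). Replicate 3 of Site #2 had 9.65 for P2rx4 against 9.37 to 9.47 (0.632). Replicate 4 of Site #2 had 10.99 for Ajap1 against 10.76 to 10.84 (0.640), 9.91 for Gpr12 against 9.62 to 9.70 (0.713) and 6.24 for ENSRNOG00000027971 against 5.86 to 5.96 (0.733). Replicate 2 of Site #3 had 10.09 for Aldh1l1 against 9.92 to 9.98 (0.638), and replicate 3 of Site #3 had 9.88 for Gpr12 against 9.47 to 9.61 (0.645). No explanation was tested for these.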

How the results depend on the processing

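Only the added alternatives named as such were chosen after the data were seen, and no test of an explanation is reported in this part. No difference of a named DEG changed direction under any alternative that was run. Of the 60 differences between sites of the Supplementary Table S3 genes, 10 changed sign in at least 1 fit that left out a library, each of them at most 0.04 log2 units with all libraries. The cause was not tested for any of the changes below.

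With limma array weights, the genes that differed between Site #3 and the other sites numbered 339 in place of 174. With genes of a deposited value of at least 1 in at least 5 libraries, Site #2 vs Site #3 had 373 DEGs in place of 239, and 377 genes in place of 242 were DEGs in at least 1 comparison. With all 17 libraries in one fit, Site #1 vs Site #3 had 36 DEGs in place of 23. With all genes of at least 1 CPM in place of the 500 most variant, the share of variance between all sites was 17.9% (exact permutation p = 0.0294) in place of 15.2% (exact permutation p = 0.177), past the threshold. The share for Site #2 vs Site #3 was then 18.5%, and with the 10% most variant genes 18.0% (exact permutation p = 0.00216 and Benjamini-Hochberg adjusted p = 0.00649 for both), in place of 16.3% (adjusted p = 0.104). Under the added filter on a mean of at least 1 CPM, Site #2 vs Site #3 had 482 DEGs and 483 genes were DEGs in at least 1 comparison; 220 of the 482 were among the 239. Under added quantile normalization, the DEGs of Site #1 vs Site #3 were split into 8 higher and 14 lower at Site #3, in place of 11 and 12. Without a mean-variance trend, another added alternative, the split was 8 and 14 as well. The split for Site #3 vs Sites #1 and #2 was 74 higher and 94 lower under quantile normalization and 79 and 98 under added median centring, in place of 91 and 83, and that for Site #2 vs Site #3 was 96 and 131 under median centring, in place of 120 and 119.

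With the replicate block, Site #1 vs Site #3 had 0 DEGs, Site #2 vs Site #3 had 43 and Site #3 vs Sites #1 and #2 had 62, and 43 genes were DEGs in at least 1 comparison; 1 region marker in place of 0 and 3 cell-type markers in place of 4 differed among the sites. The shares of variance are the same by construction, 16.3% for Site #2 vs Site #3 (exact permutation p = 0.0625) and 12.3% for Site #3 vs the others (exact permutation p = 0.0576). Libraries with the same number are different rats. Their deviations had a mean correlation across genes of -0.00338 for Site #1 vs Site #2, -0.171 for Site #1 vs Site #3 and 0.0299 for Site #2 vs Site #3.

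Across the fits that each left out 1 library, the DEGs ranged from 0 to 1 for Site #1 vs Site #2 (1527 genes with an unadjusted p under 0.05 with all libraries), from 9 to 30 for Site #1 vs Site #3, from 81 to 333 for Site #2 vs Site #3, from 78 to 224 for Site #3 vs Sites #1 and #2 and from 84 to 337 in at least 1 comparison. The cell-type markers that differed ranged from 0 to 5 and the region markers from 0 to 2. The share of variance ranged from 15.2% to 23.0% for Site #2 vs Site #3, with an exact permutation p from 0.00216 to 0.102 that was not under 0.05 in 6 of 12 fits, and from 11.7% to 15.0% for Site #3 vs the others, with an exact permutation p from 0.00862 to 0.0511 that was not under 0.05 in 3 of 17.

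Of the results for single genes, 9 lost their call under at least 1 of the alternatives that left out no library, in 15 cases in all, and 1 gained it; with a library left out, 49 cases lost a call and 6 gained one. The other results stayed on their side of the threshold or within 1.5 times their count, in 58 cases under alternatives that left out no library.

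Not run, because the values are not counts: DESeq2 on the pairs or on all libraries, voom with quality weights, RLE and library-size normalization, filterByExpr, edgeR's robust estimation, and other prior counts or pseudocounts. The alternatives for the region scores and gene lists were not run because the scores and list tests were not. For the overlap of DMGs and DEGs between Site #1 and Site #2, every alternative that was run gave 0, as the list held 0 DEGs in each, with 73 of its genes at an unadjusted p under 0.05 in the reported fit.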

Differences from the paper's values

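No test of an explanation is reported in this part, and so none was chosen only after the result was seen.

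The paper's counts of DEGs are 58 for Site #1 vs Site #2, 193 for Site #1 vs Site #3 and 990 for Site #2 vs Site #3; the counts here are 0 (with 1527 genes at an unadjusted p under 0.05), 23 and 239. None of the alternatives set before the data were examined closed the gap, in 15, 15 and 16 fits. No added alternative reached the paper's counts either.

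The paper's Fig. 2F, read by eye, shows about 5 genes shared by Site #1 vs Site #2 and Site #1 vs Site #3, about 38 shared by Site #1 vs Site #2 and Site #2 vs Site #3, and about 120 shared by Site #1 vs Site #3 and Site #2 vs Site #3. The numbers here are 0, 0 and 20. In 21 fits under the alternatives set before the data were examined, none closed any of these gaps.

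The paper's averages in Supplementary Table S3 give log2 ratios between sites, which were set beside the log2 differences here. The direction was the same for 59 of 60 ratios, and the value here was a median of 0.632 times the paper's (quartiles 0.569 and 0.656). 8 ratios differed by more than the SD between libraries or in sign. For Site #1 vs Site #3, Tmem119 was 0.43 in the paper and 0.24 here. For Site #2 vs Site #3, Csf1r was 0.31 in the paper and 0.20 here, and Pycard was 0.26 in the paper and 0.0683 here. Leaving out each library in turn, the only alternative for these values set before the data were examined, closed none of these 3 gaps.

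Aldh1l1 was -0.32 in the paper and -0.19 here for Site #1 vs Site #2, and -0.31 in the paper and -0.18 here for Site #1 vs Site #3. The former gap closed without Site #1 replicate 1 or Site #2 replicate 6 (2 of 11 fits), the latter without Site #1 replicate 1 or Site #3 replicate 2 (2 of 11). A closed gap means only that the value had the paper's sign and lay within the SD between libraries. That SD also changes when a library is left out, so a closed gap does not name a library as the cause. Gad2 was -0.012 in the paper and 0.000800 here for Site #1 vs Site #2, and the sign was the paper's without Site #1 replicate 3 or 5 or Site #2 replicate 1 or 5 (4 of 11). Pfkp was -0.19 in the paper and -0.12 here for Site #1 vs Site #2, closed without Site #1 replicate 2 or 5 or Site #2 replicate 4 (3 of 11), and -0.22 in the paper and -0.15 here for Site #1 vs Site #3, closed without Site #1 replicate 1 or Site #3 replicate 2, 4 or 6 (4 of 11).

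The paper's text also ranks Site #1 vs Site #3 below Site #1 vs Site #2 in DEGs, against its own counts; here the order is 23 and 0. The paper describes the cell-type markers as very alike at the 3 sites; here 4 of 20 differed after adjustment, by 0.27 log2 units or less between site means.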

Other observations

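In this part, the tests of library scaling and of 1 deviating library for the cell-type markers were chosen before their outcome was seen, and all other tests only after the result was seen.

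Other splits of the same libraries into groups of the same sizes were fitted for each count of DEGs. For the pairs, 32 splits were used that part as many libraries with the same replicate number as the real one, and 68 further splits part other numbers of them. For Site #2 vs Site #3, only the real split of the 32 gave 239 DEGs; the largest count in the others was 0, and 1 in the 68 further splits. For Site #1 vs Site #3, 2 of the 32 splits gave 23 DEGs or more, the other with 41, while none of the 68 further splits gave more than 2. Against the 32 splits alone, a random division of the libraries cannot be ruled out for this count, while 2 of all 100 splits gave as many. For Site #1 vs Site #2, all 32 splits gave 0 or more, as they must, and 3 of the 32 gave any call. For Site #3 vs Sites #1 and #2, 1 of 100 splits, the real one, gave 174 genes, and the largest other count was 58. In at least 1 comparison, 1 of 100 splits, the real one, gave 242 genes, and the largest other count was 19. Vendor, chow, housing, days to sacrifice and dissection buffer all separate Site #3 from the other sites, so none of these can be told apart from the others or from a batch.

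Site #2 vs Site #3 had 239 DEGs and Site #1 vs Site #3 had 23, though the difference between these counts was not itself tested. Fewer libraries at Site #1 was one explanation tested: with 1 Site #2 library left out, Site #2 vs Site #3 had 104 to 131 DEGs in 5 of 6 fits and 333 in the other. Fewer libraries may therefore account for part of the lower count, but 104 is still above 23. The spread of Site #1 replicate 5 was another: without that library, Site #1 vs Site #3 had 30 DEGs. The last was that the same genes shift from Site #1 by a smaller amount. In 20 random halvings of the Site #3 libraries, the 239 genes with the smallest p for Site #2 against one part were followed in Site #1 against the other part; a median of 84.7% (62.8% to 90.8%) had the same direction, against 57.5% of all genes, with a median log2 difference of 0.08 from Site #1 and 0.23 from Site #2, the latter on the libraries that chose the genes. A smaller shift of the same genes may likewise account for part of it.

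C1qa, Csf1r, Aldh1l1 and Pfkp differed among the sites, while site means were at most 0.27 log2 units apart. Scaling of the libraries was tested by subtracting the mean of the 4 widely expressed markers in each library. The 16 markers that are not widely expressed were then tested again by exact permutation. The same 4 genes had an adjusted p under 0.05 (0.0346 for C1qa, Csf1r and Pfkp, 0.0384 for Aldh1l1). None of the others did, the lowest being Gfap at 0.0580, so this scaling did not remove the calls. A dependence on 1 deviating library was tested by leaving out each library, and the count was 0 without replicate 5 of Site #3 and 3 to 5 without any other, so the calls rest in part on that library. A different share of a cell type was tested by the mean z-score of its markers other than these 4, by exact permutation adjusted over 3 cell types. The adjusted p was 0.322 for microglia (4 markers), 0.0863 for astrocytes (4) and 0.175 for neurons (3). Relative to the widely expressed markers it was 0.288, 0.0390 and 0.0267. With the 4 genes included, it was 0.0838, 0.0126 and 0.0100, but those genes made the pattern. A different share of astrocytes or neurons thus remains open, since the answer changes with the scaling. The cell types are those given in Supplementary Table S3. Pdgfrb, listed there for astrocytes, was highest in the libraries that stood apart for Col1a1. It was 10.65 in replicate 5 of Site #1, 10.43 in replicate 3 of Site #2, and 10.42 and 10.38 in replicates 1 and 2 of Site #3. The astrocyte score is therefore not free of that pattern. The mean z-score without the 4 genes was lowest at Site #2 for astrocytes (-0.44 ± 0.50, SD, against 0.11 ± 0.54 at Site #1 and 0.34 ± 0.31 at Site #3). It was highest at Site #1 for neurons (0.49 ± 0.84 against -0.09 ± 0.50 at Site #2 and -0.31 ± 0.50 at Site #3). For microglia it was -0.21 ± 0.72 at Site #1, -0.23 ± 1.02 at Site #2 and 0.40 ± 0.48 at Site #3. With 4 markers and this spread, a different share of microglia is not excluded either. The sites are the only condition the design gives, and no biological explanation was tested beyond these.

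Among the DMGs of Site #1 vs Site #2 there was no DEG, with 73 genes at an unadjusted p under 0.05. Expression differences among DMGs that fall short of the threshold were tested against 10000 random lists matched on mean expression. The share of DMGs with an unadjusted p under 0.05 lay at the percentile 44.8, inside the range of such lists.

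ENSRNOG00000058006, the gene with the largest DEG difference, had values of 8.83, 8.94, 10.53, 10.70 and 10.97 in the 5 libraries of Site #1. The lower 2 lie in the range of Site #3 (8.77 to 9.17) and the other 3 in the range of Site #2 (10.23 to 11.56). No explanation was tested.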
